# Salt-Specific Gene Expression Reveals Elevated Auxin Levels in *Arabidopsis thaliana* Plants Grown Under Saline Conditions

**DOI:** 10.3389/fpls.2022.804716

**Published:** 2022-02-10

**Authors:** Lee Cackett, Carlo Vittorio Cannistraci, Stuart Meier, Paul Ferrandi, Aleš Pěnčík, Chris Gehring, Ondřej Novák, Robert A. Ingle, Lara Donaldson

**Keywords:** salinity, salt stress, ionic, osmotic, auxin, IAA, plant, growth

## Abstract

Soil salinization is increasing globally, driving a reduction in crop yields that threatens food security. Salinity stress reduces plant growth by exerting two stresses on plants: rapid shoot ion-independent effects which are largely osmotic and delayed ionic effects that are specific to salinity stress. In this study we set out to delineate the osmotic from the ionic effects of salinity stress. *Arabidopsis thaliana* plants were germinated and grown for two weeks in media supplemented with 50, 75, 100, or 125 mM NaCl (that imposes both an ionic and osmotic stress) or iso-osmolar concentrations (100, 150, 200, or 250 mM) of sorbitol, that imposes only an osmotic stress. A subsequent transcriptional analysis was performed to identify sets of genes that are differentially expressed in plants grown in (1) NaCl or (2) sorbitol compared to controls. A comparison of the gene sets identified genes that are differentially expressed under both challenge conditions (osmotic genes) and genes that are only differentially expressed in plants grown on NaCl (ionic genes, hereafter referred to as salt-specific genes). A pathway analysis of the osmotic and salt-specific gene lists revealed that distinct biological processes are modulated during growth under the two conditions. The list of salt-specific genes was enriched in the gene ontology (GO) term “response to auxin.” Quantification of the predominant auxin, indole-3-acetic acid (IAA) and IAA biosynthetic intermediates revealed that IAA levels are elevated in a salt-specific manner through increased IAA biosynthesis. Furthermore, the expression of *NITRILASE 2* (*NIT2*), which hydrolyses indole-3-acetonitile (IAN) into IAA, increased in a salt-specific manner. Overexpression of *NIT2* resulted in increased IAA levels, improved Na:K ratios and enhanced survival and growth of Arabidopsis under saline conditions. Overall, our data suggest that auxin is involved in maintaining growth during the ionic stress imposed by saline conditions.

## Introduction

More than one billion hectares of land worldwide are considered saline, and this number is growing annually due to an increased occurrence of drought, the use of brackish water for irrigation and poor farming practices (FAO, IFAD, UNICEF, WFP, and WHO, 2018^1^; Ivushkin et al., 2019). Soils are considered saline when the electrical conductivity of a saturated soil extract (ECe) reaches 4 dS/m which is approximately equivalent to 40 mM NaCl. Salinity stress is a major factor limiting plant growth and performance, with moderate salinity between 4 and 8 dS/m reducing crop yields by 50-80% depending on the crop species (Zörb et al., 2019). It may not be possible to meet the demand for food from our rapidly growing population unless we develop salt tolerant crops. Despite substantial efforts, few salt tolerant transgenic crop plants have shown promise in field trials, likely due to the genetic complexity of salt tolerance (Morton et al., 2019), but also due to the inadequate identification of genes that promote plant growth and survival under saline conditions.

Salinity stress reduces crop yield by inhibiting shoot growth in two distinct phases (Negrão et al., 2017). Immediately following exposure to salt, the plant experiences rapid ion-independent, osmotic stress that dramatically reduces the shoot growth rate (Munns and Tester, 2008; Carillo et al., 2011). These effects are largely due to loss of turgor that prompts stomatal closure and, consequently, inhibits photosynthesis (Shabala and Cuin, 2007; Tilbrook and Roy, 2014; Julkowska and Testerink, 2015; Morton et al., 2019; Van Zelm et al., 2020). Such responses are also observed in plants exposed to abiotic stresses such as drought and cold, as well as in response to osmotic stress-inducing agents like sorbitol or mannitol (Ahmad et al., 2007). A second more gradual decline in plant growth is observed days (to weeks) after the initial salt exposure as a result of salt-specific ionic stress (Munns and Tester, 2008; Isayenkov and Maathuis, 2019). This corresponds with the toxic accumulation of Na^+^ and Cl^–^ ions in the aerial tissue of the plant (Assaha et al., 2017). Na^+^ is particularly harmful since it competes with the essential macronutrient, K^+^ for both uptake and binding sites on enzymes which leads to K^+^ starvation and inhibition of metabolic processes (Tilbrook and Roy, 2014; Assaha et al., 2017). Responses to the delayed ionic stress are largely salt-specific and include ion exclusion through active transport, ionic tissue tolerance and K^+^ retention (reviewed by Yang and Guo, 2018; Isayenkov and Maathuis, 2019). Although the osmotic and ionic stresses imposed by salinity are generally considered to be separated both spatially and temporally, it should be noted that more rapid salt-specific signal transduction and fast Na^+^-induced growth responses have been demonstrated in roots prior to Na^+^ having accumulated to toxic levels in the shoot (Choi et al., 2014; Van Zelm et al., 2020).

To date, few transcriptome studies have differentiated between the osmotic and ionic stresses imposed by salt (Shavrukov, 2013). Typically, plants have been treated suddenly with high concentrations of salt (150 mM NaCl and higher) and transcriptional responses measured after short time periods (24 h and less) (see for example Liu et al., 2013). The rapid exposure to high salt concentrations fails to mimic natural exposure to salinity stress and causes the plant to experience osmotic shock that, if severe enough, leads to cell plasmolysis (Munns, 2002; Shavrukov, 2013). Moreover, the short time periods used do not allow for Na^+^ ions to accumulate to toxic levels in the shoot such that the later ionic stress is induced. Therefore, it is likely that previous transcriptome experiments have identified genes involved in early osmotic shock/stress rather than genes specifically involved in plant growth and survival under saline conditions, i.e., plant salt tolerance (Abogadallah, 2010; Tang et al., 2011; Shavrukov, 2013; Goyal et al., 2016; Pavlović et al., 2018; Tani et al., 2018; Li et al., 2019).

Plant growth and adaptation to the environment is mediated by plant hormones (Gray, 2004; Bhatt et al., 2020). In particular, auxin or indole-3-acetic acid (IAA) influences almost every part of plant growth and development through its role in modulating cell expansion and elongation (Zhao, 2018). Auxin enhances plant growth by promoting cell elongation in shoot tissue, initiating lateral shoot and root formation, and mediating gravitropic responses. On the other hand, it inhibits the elongation of primary roots (Overvoorde et al., 2010; Alarcón et al., 2019). Therefore, controlling the location and concentration of auxin maxima is extremely important during plant growth and development and during adaptation to environmental stresses. Control of these maxima is achieved by fine-tuning IAA biosynthesis, IAA transport and IAA conjugation for storage and/or degradation (Korver et al., 2018), all of which are highly complex and regulated processes involving multiple genes. The biosynthesis of IAA is particularly complex and can occur *via* tryptophan-dependent (TD) and tryptophan-independent pathways. The TD pathway is the best understood and most widely accepted pathway for IAA biosynthesis, and has four proposed routes named for their key intermediates (IPyA, IAM, TAM and IAOx), (Ljung, 2013; Kasahara, 2016). The *YUCCA* (*YUC 1-11*) and *NITRILASE 1-3* (*NIT1-3*) gene families have been well characterized to convert IPyA and IAN into IAA, respectively (Normanly et al., 1997; Lehmann et al., 2017; Cao et al., 2019).

Recently, a series of elegant experiments have revealed a role for auxin in modulating root growth dynamics in response to salt. Under saline conditions, auxin modulates primary root (PR) elongation and lateral root (LR) initiation to adjust root growth and root system architecture (Ivanchenko et al., 2010; Overvoorde et al., 2010; Zolla et al., 2010; Koevoets et al., 2016; Fu et al., 2019). When presented with a salt gradient, the PR overcomes gravitropism to direct growth away from salt (Galvan-Ampudia et al., 2013). To achieve this, auxin accumulates and reduces cell elongation on the side of the PR that is exposed to the lower salt concentration. Cell elongation continues on the salt-exposed side of the PR root allowing the root to bend against gravity, away from high salt (Sun et al., 2008; Feng et al., 2016; van den Berg et al., 2016; Korver et al., 2018). Additionally, LR formation is inhibited by high levels of NaCl but stimulated by low levels of NaCl in an auxin-dependent manner (Wang et al., 2009; Zolla et al., 2010; Zhao et al., 2011; Ji et al., 2013; Liu et al., 2015). It has been proposed that this manipulation of the root system architecture enables plants to find more favorable growth environments, thus optimizing water and nutrient uptake and minimizing NaCl uptake (Duan et al., 2013; Julkowska et al., 2014; Koevoets et al., 2016). Despite extensive work on auxin modulation of root growth and architecture in response to salinity stress, we do not know how IAA influences the growth and development of the shoot under saline conditions.

In order to identify genes specifically involved in plant growth and survival under saline conditions, we compared the transcriptomes of *Arabidopsis thaliana* plants grown for two weeks on permissive concentrations of salt with plants grown on iso-osmolar concentrations of sorbitol. We identified osmotic and salt-specific genes and discovered a salt-specific role for auxin. Importantly, we measured the auxin metabolome and showed that IAA levels are elevated in plants grown under saline conditions compared to those grown under osmotic stress, again highlighting an ionic stress specific role for auxin. Finally, we showed that overexpression of the auxin biosynthetic gene, *NIT2*, resulted in improved survival and maintained growth, and a more favorable Na:K ratio in plants grown in saline conditions; which may be due to the increased IAA levels observed in the *NIT2* overexpression line.

## Materials and Methods

### Arabidopsis Seed Stocks

Seeds for the *NIT2* overexpression line (*35s:NIT2*) and its background (No-0) were a gift from Bonnie Bartel (Rice University, Houston, TX, United States) (Normanly et al., 1997). Seeds for the two T-DNA lines; *nit2-1* (SALK_201969C) and *nit2-2* (SAIL_681_H09) were obtained from the Nottingham Arabidopsis Stock Centre (NASC). Seeds for the *nit2-*RNAi line were a gift from Stephan Pollmann (Technical University of Madrid, Spain) (Lehmann et al., 2017).

### Arabidopsis Growth Conditions and Treatment

For all experiments, Arabidopsis plants were grown in a plant growth room under standard conditions (100 μM photons.m^–2^.s^–1^, 16-hr light/8-hr dark, 22°C, 50 to 60% relative humidity). Arabidopsis seeds were sterilized by shaking for 5 min in 70% (v/v) ethanol (EtOH). The EtOH was aspirated off before 10% (v/v) bleach, 0.02% (v/v) Triton X-100 was added, followed by another 10 min shaking. The seeds were washed five times in sterile dH_2_O and resuspended in 0.5% (w/v) phytagel. All plant growth was carried out in *Arabidopsis thaliana* salt (ATS) media which contains 5 mM KNO_3_, 2 mM MgSO_4_.7H_2_O, 2 mM Ca(NO_3_)_2_.4H_2_O, 50 μM FeNaEDTA and 1 × micronutrients (70 μM H_3_BO_3_, 14 μM MnSO_4_.H_2_O, 0.5 μM CuSO_4_.5H_2_O, 1 μM ZnSO_4_.6H_2_O, 0.2 μM Na_2_MoO_4_, 10 μM NaCl and 0.01 μM CoCl_2_.6H_2_O). After autoclaving, KPO_4_ buffer pH 5.7 was added to a final concentration of 2.5 mM (Haugh and Sommerville, 1986; Wilson et al., 1990). For Arabidopsis growth in petri dishes, sterilized seeds were sown onto ATS-agar (6% w/v) supplemented with 50, 75, 100, or 125 mM NaCl or iso-osmolar concentrations of sorbitol (100, 150, 200, or 250 mM sorbitol). Within each experiment, treatments or genotypes included four plates sown with 50 seeds. Seedlings were grown for two weeks, after which the number of surviving seedlings on each petri dish was counted (defined as a seedling which had developed true leaves) and the total mass of seedlings per plate measured. For hydroponic growth, Arabidopsis plants were grown using the Araponics system (Liége, Belgium) for 3 weeks in 1/4 strength ATS media and then transferred onto ATS media supplemented with 0 mM (control) or 75 mM NaCl for a further week. Shoot and root tissue from the four-week-old plants was subsequently harvested for downstream experiments.

### RNA Extraction, Quantification, and cDNA Synthesis

RNA was extracted from ± 100 mg of plant tissue (fresh weight) using the Trizol^®^ Reagent according to the manufacturer’s instructions (Invitrogen™, Carlsbad, CA, United States). Following RNA extraction, DNase treatment was performed using the RNase-Free DNase kit (Qiagen, Germany) and DNase treated RNA was cleaned up using the RNeasy^®^ Mini Kit (Qiagen, Germany). The RNA concentration and quality were then analyzed using the Nanodrop^®^ ND-1000 spectrophotometer (NanoDrop Technologies, Wilmington, CA, United States) and by visualization after denaturing gel electrophoresis. cDNA was synthesized from 1 μg of RNA using SuperScript™ III Reverse Transcriptase and oligo dT primers according to the manufacturer’s instructions (Invitrogen, Paisley, United Kingdom).

### RT-qPCR Gene Expression Analysis

The KAPA SYBR^®^ FAST qPCR Kit (Kapa Biosystems, Roche, Switzerland) was used according to the manufacturer’s guidelines (without 50X ROX High/Low). Experiments were performed on the Corbett Rotor-Gene 6000 HRM Real Time PCR machine (Qiagen, Netherlands). The calculated concentrations extrapolated from the RT-qPCR standard curve were normalized to the SAND reference gene (AT2G28390) (Hong et al., 2010). RT-qPCR primer sequences (5′- 3′):

*SAND:* F-CAGACAAGGCGATGGCGATA, R-GCTTTCTCT CAAGGGTTTCTGGGT,

*NIT2:* F-CTCCCGCCACTCTAGAAAAG, R–AATAGCAGA AGCATGGTACTTGC,

*SZE2*: F-TCCCTTCAAGTTCAGTGGAGC, R- TCTCATTG ATGCAGCCTTCGT,

*TIP2.3:* F- TAATGGCAAGAGCGTACCGAC, R- ACCAAT GCAAAGGTCACAACG,

*AMI1:* F- CAACTTCTACTTCCTCGTCGC, R- CTCCGTT TATACTGTAAGCCATTT.

### Salt-Specific Transcriptome Analysis

Col-0 was grown for two weeks in petri dishes on ATS-agar (6% w/v) supplemented with 50, 75, 100 or 125 mM NaCl or iso-osmolar concentrations of sorbitol (100, 150, 200, or, 250 mM sorbitol). Total RNA was extracted from whole seedlings and submitted to the genomics facility at the King Abdullah University of Science and Technology (KAUST). Microarray analysis was performed using the Arabidopsis (V4) Gene Expression Microarray, 4 × 44k microarray chip (Agilent Technologies, CA, United States). All protocols were followed according to the manufacturer’s guidelines in the Agilent One-Color Microarray-Based Gene Expression Analysis (Low Input Quick Amp Labeling) Protocol. The microarray data was quantile normalized for each sample followed by *z*-score transformation of each gene (to allow genes to be compared on the same scale). Logarithmic scaling of the absolute value of the data was performed to stabilize variance. The data was then separated into three groups of samples: untreated control (3 samples), all NaCl treatments (4 NaCl treatments with 3 samples each = 12 samples) and all sorbitol treatments (4 sorbitol treatments with 3 samples each = 12 samples). The Mann-Whitney *U* test (Mann and Whitney, 1947) was used to compare gene expression between groups. This generated a *p*-value for each gene in the dataset. The list of *p*-values was adjusted for multiple hypothesis testing by Benjamini and Hochberg correction (Benjamini and Hochberg, 1995), and only genes with a *p*-value < 0.01 were considered significantly different between the two groups. Two independent Mann-Whitney U tests were performed to generate two lists of genes: list A (untreated control vs. NaCl) and list B (untreated control vs. sorbitol). To generate the salt-specific gene list, the genes present in list A, but not list B were identified (A/B). To generate the osmotic gene list, the genes present on both list A and list B were identified (intersection of A and B). Heat maps were generated using TMev (Howe et al., 2010).

### Gene Ontology Enrichment Analysis

The topGO (Alexa et al., 2006) R Bioconductor package was used to test for enrichments in Gene Ontology (GO) terms associated with the differentially expressed genes. The GO graph structure was generated using both the “classic” and “weight.01,” algorithms and the Fisher exact test was used to identify enriched terms.

### LC-MS/MS Analysis of Indole-3-Acetic Acid and Indole-3-Acetic Acid Metabolites

Col-0 plants were grown for two weeks in petri dishes on ATS-agar (6% w/v) supplemented with 50, 75, 100, or 125 mM NaCl or iso-osmolar concentrations of sorbitol (100, 150, 200, or 250 mM sorbitol). No-0 and *35s*:*NIT2* plants were grown for two weeks in petri dishes on ATS-agar (6% w/v) supplemented with 0 or 100 mM NaCl. After two weeks of growth, 10-15 mg of tissue (whole seedlings) from each genotype and treatment was collected into pre-weighed 2 ml microcentrifuge tubes. Samples were immediately frozen in liquid nitrogen and then freeze dried (ThermoVac Industries Freeze dryer, FD-3 model, serial no. 1867) and IAA metabolites measured as previously reported (Novák et al., 2012). For each treatment five independent biological replicates were included in the analysis.

### Inductive Coupled Plasma – Optical Emission Spectrometry Analysis of Ion Content

No-0 and *35s*:*NIT2* plants were grown hydroponically in 1/4 strength ATS media for three weeks and then transferred onto ATS media supplemented with 0 mM (control) or 75 mM NaCl for a further week. For each treatment, four No-0 or four *35s*:*NIT2* plants were pooled, the roots rinsed three times with dH_2_O, and the root and shoot tissue harvested separately, then dried at 60°C. This set up was repeated six times to give a total of six biological replicates (each replicate being a pool of four plants). Dried shoot and root samples were submitted to the Analytical Laboratory, Department of Chemical Engineering (University of Cape Town, South Africa) where the samples were ashed, weighed into Teflon containers, and acid digested as follows: 4 ml 55% H_2_O HNO_3_ (v/v) was added to the samples which were then boiled to near dryness using a hot plate. This process was repeated until the samples were completely digested. The digested samples were diluted to 100 ml using dH_2_O. A Mars 5 Microwave digester (CEM Corporation, Charlotte, NC, United States) was used to heat the samples under pressure at 180°C for 30 min. Following digestion, samples were diluted in dH_2_O according to the initial mass of the sample. All samples were then filtered using a 0.2 μm filter. Sodium (Na^+^) and potassium (K^+^) ion content was measured using a Varian 730 Inductive Coupled Plasma – Optical Emission Spectrophotometer (ICP-OES) (Agilent Technologies, Santa Clara, CA, United States). The ICP-OES spectrophotometer was calibrated using five multi-element standards containing the ions of interest, at concentrations of 0.2, 0.5, 1, 2, and 5 ppm.

### Statistics

Apart from the microarray and GO enrichment analyses, all statistical analyses were performed using Statistica version 13.3. For one-way ANOVA analyses, significant *p*-values were determined by Fisher LSD *post hoc* analysis. For independent t-tests, Bonferroni multiple testing correction was applied to correct *p*-values.

## Results

### The Salinity Stress Transcriptome Can Be Distinguished From the Osmotic Stress Transcriptome to Identify Salt-Specific Genes

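The transcriptome data are 27 single-colour Agilent arrays, 3 for untreated seedlings and 3 for each of the 8 treatments. Each array holds RNA from whole 2-week-old Col-0 seedlings, so a value averages over all tissues. NaCl at 50, 75, 100 and 125 mM pairs with sorbitol at 100, 150, 200 and 250 mM as iso-osmolar. The control arrays share slides with all NaCl 50 mM arrays and with 1 array each of NaCl 75 and 100 mM. They share no slide with NaCl 125 mM or with sorbitol. The authors' processed intensity of each spot was quantile normalized between arrays and taken to log2. Of 35725 spots with a transcript accession, 34369 matched a single gene, which gave 25383 genes. A gene takes the value of its probe with the highest mean log2 signal, and 21509 genes were well above background on all 3 arrays of at least 1 group and were tested. Genes were tested with limma, a linear model that moderates each gene's variance towards that of the other genes, fitted to all 9 groups. Its p values are two-sided and adjusted by Benjamini-Hochberg within each comparison, and past 0.01 means an adjusted p under 0.01. A mean NaCl or mean sorbitol value averages the 4 doses against the control. The median gene's SD between the 3 replicate arrays ran from 1.99% of its signal at sorbitol 250 mM to 5.85% at sorbitol 150 mM. The comparisons, thresholds, gene sets and alternative processings were chosen before the data were examined, unless stated.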

To investigate how plants cope with the delayed ionic effects of salinity stress (i.e., salt-specific effects), Arabidopsis Col-0 was germinated and grown for two weeks in *Arabidopsis thaliana* salt (ATS) media supplemented with varying concentrations of NaCl (50, 75, 100, and 125 mM) or iso-osmolar concentrations of sorbitol (100, 150, 200, and 250 mM) and microarray analysis was used to profile the transcriptome. This dose range was chosen based on an initial hydroponic experiment in which it was found that Arabidopsis Col-0 could survive when grown for more than two weeks in the presence of 50-125 mM NaCl and could reach maturity when grown in 50-100 mM NaCl. However, plants grown for extended periods on 100 and 125 mM NaCl were severely stunted (Supplementary Figures 1A,B). Sorbitol was chosen to impose an equivalent osmotic stress without the ionic effects of NaCl since Arabidopsis does not take up sorbitol (Klepek et al., 2010). When grown in petri dishes, Arabidopsis survival was inhibited in a dose-dependent manner at NaCl concentrations exceeding 50 mM (Figures 1A,B). Plant growth (measured as mass per plant) was inhibited across the entire dose range, with severe growth inhibition again being observed at NaCl concentrations of 100 mM and higher (Figures 1A,C). Iso-osmolar sorbitol had slightly different effects causing less inhibition of survival but greater inhibition of growth (mass per plant) (Figures 1A-C). Notably, plants on 50 and 75 mM NaCl grew bigger (mass per plant) than plants grown on iso-osmolar sorbitol suggesting that plants can maintain growth under saline conditions to a greater extent than plants grown under osmotic stress (Figure 1C).

**FIGURE 1:**
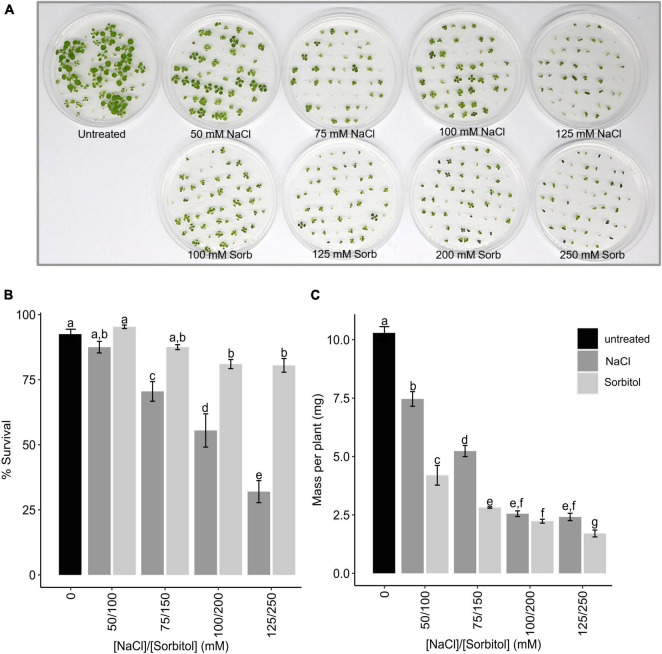
Survival and mass of Arabidopsis Col-0 plants grown on NaCl and sorbitol. Col-0 was germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl and sorbitol (Sorb) and survival and plant growth (mass per plant) determined. **(A)** A photograph of the Arabidopsis plants after two weeks growth on each treatment. **(B)** The mean% survival of Col-0 after two weeks growth on each treatment. **(C)** The mean mass per plant of Col-0 after two weeks growth on each treatment. The black bar represents the untreated control, dark gray bars represent NaCl treatments and light gray bars represent sorbitol treatments. The results are an average four petri dishes per treatment with 50 seedling sown per petri dish. Error bars represent standard error. Different letters on the graphs indicate statistically significant differences (*p* ≤ 0.05) in mean% survival/mass per plant, determined by one way ANOVA followed by Fisher LSD *post hoc* analysis.

A dimensional reduction analysis of the normalized microarray data separated the data along two principal components that correspond to the ionic and osmotic effects of the treatments (Figure 2A). 

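Principal components were computed on the log2 values of the 21275 genes with no masked array. The first component held 30.4% of the variance and the second 25.3%. On the first, the control arrays scored -28.7 ± 0.464 (mean ± SD, n = 3), sorbitol 250 mM scored -26.4 ± 0.207 and NaCl 125 mM scored 75.1 ± 0.675. On the second, the control scored -53.4 ± 1.53 and sorbitol 250 mM scored 58.4 ± 0.495. The first axis thus ordered the NaCl groups by dose, and the second set the control apart from sorbitol. Every group had an SD of at most 1.53 on both axes except sorbitol 150 and 200 mM, whose SD on the second axis was 8.44 and 9.59 because replicate 1 lay apart from replicates 2 and 3.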

The data divided into four clusters. 

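Cutting an average-linkage tree of the first 2 component scores into 4 clusters kept the replicates of every group together. On the log2 values the clusters were control with NaCl 50 and 75 mM, NaCl 100 with 125 mM, sorbitol 100 to 200 mM, and sorbitol 250 mM by itself. On linear intensities they were control with NaCl 50 mM, NaCl 75 mM by itself, NaCl 100 with 125 mM, and all sorbitol groups. On z-scores they were control with NaCl 50 and 75 mM, NaCl 100 mM by itself, NaCl 125 mM by itself, and all sorbitol groups.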

The first cluster included the untreated controls (ATS1, ATS2, and ATS3) and the 50 mM NaCl treatments which impose low ionic and osmotic stress on the plant. The second cluster included the 75 and 100 mM NaCl treatments that have a high ionic effect and low osmotic effect. The third cluster included all the sorbitol treatments that exert a high osmotic effect and low ionic effect. The final cluster incorporated the 125 mM NaCl treatments that have both a high ionic and high osmotic component. 

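By limma, NaCl 50 mM differed from the control at 10059 genes (46.8% of those tested), with 5802 higher and 4257 lower (5060 and 4994 under the 75th percentile). Most of these changes were small, with a median absolute log2 fold change of 0.31, and 857 of the genes changed at least 2-fold. The root mean square difference between the group means, over all genes, was 0.49 log2, and NaCl 50 and 75 mM lay closer to each other at 0.32. Single replicate arrays of a group differed from each other by a root mean square of 0.25 to 0.44 log2. A mean of replicates varies less than a single array. This range therefore lies above the replicate noise in the distances between group means. Fitting slide as a fixed block, on the slides that hold a control array, gave 10679 genes. Across the other settings run, the count lay between 8894 after normexp background correction and 12366 at an adjusted p under 0.05.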

The minor difference between the control and 50 mM NaCl samples shows that this treatment imposed very little stress on the plant. 

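NaCl 75 mM scored 8.98 ± 0.414 on the first component and -27.9 ± 0.790 on the second (mean ± SD, n = 3), against -33.0 ± 1.15 and 20.3 for sorbitol 150 mM. NaCl 100 mM scored 46.1 ± 1.07 and -12.0 ± 0.709, against -11.3 ± 1.06 and 21.0 for sorbitol 200 mM. By limma, 10320 genes differed between NaCl 75 mM and sorbitol 150 mM, of which 5175 were higher on NaCl and 1013 differed at least 2-fold. Between NaCl 100 mM and sorbitol 200 mM, 12221 genes differed, with 5620 higher on NaCl and 1170 at least 2-fold. The lowest-dose pair, NaCl 50 mM and sorbitol 100 mM, differed at 12065 genes, with 829 at least 2-fold. No slide holds both groups of an iso-osmolar pair. In these pair counts a difference between slides therefore cannot be told apart from the treatment. Averaged over the 4 doses, NaCl and sorbitol differed at 15294 genes, and fitting slide as a random block moved this most, to 13254.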

Clear separation between the 75 mM and 100 mM NaCl treatments and their corresponding iso-osmolar sorbitol concentrations reveals an obvious difference between plants grown under saline conditions compared to those grown under osmotic stress conditions. Furthermore, a dose dependency in the adaptive response to NaCl is apparent. 

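The number of genes past 0.01 against the control was 9545 at NaCl 75 mM, 12821 at 100 mM and 15137 at 125 mM, and those at least 2-fold numbered 969, 1875 and 3011. The root mean square distance from the control rose from 0.51 log2 at 75 mM to 0.69 and 0.88. Between neighbouring NaCl doses limma found 6014, 8425 and 10170 genes, of which 227, 422 and 564 changed at least 2-fold. With slide as a fixed block, which rests on 8 arrays and 3 residual degrees of freedom, NaCl 75 mM fell to 5939 genes. Sorbitol gave 11833, 10746, 11285 and 14356 genes from the lowest dose to the highest. On both stresses the count fell from the lowest dose to the next and rose after that, but with slide as a random block the sorbitol count did not fall (9465 and 9613). A set of 2854 genes was past 0.01 in all 8 treatments and 1477 genes in none.

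**Figure D1:**
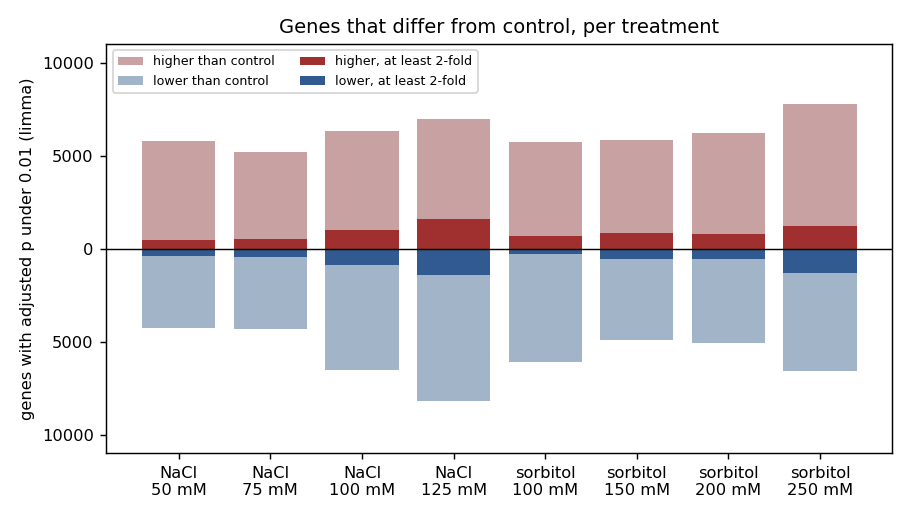
Genes past 0.01 by limma in each treatment against the untreated control, n = 3 arrays per group. Bars above 0 count genes higher than the control and bars below 0 count genes lower; the darker part of a bar counts genes changed at least 2-fold.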

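NaCl 125 mM scored 17.8 ± 0.256 on the second component (mean ± SD, n = 3), the only NaCl group above 0 there, while sorbitol 100 mM scored 2.47 ± 0.415. By limma, 14668 genes still differed between NaCl 125 mM and sorbitol 250 mM, with 5752 higher on NaCl, 8916 lower and 2425 at least 2-fold. This was the most of the 4 iso-osmolar pairs, and the root mean square distance within the pair, 0.79 log2, was also the largest. Sorbitol 250 mM lies alone on its slide, so a part of this count and distance that comes from slides cannot be told apart.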

Finally, the separation of the 125 mM NaCl samples along the same component as the sorbitol samples suggests that, at this NaCl dose, there is a substantial osmotic effect. Therefore, the NaCl concentrations tested here are suitable for addressing our biological question since they range from a mild stress at 50 mM to a more severe stress at 125 mM NaCl and there is a clear difference between the transcriptomes of plants grown in NaCl and those grown in iso-osmolar sorbitol.

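From the separation of the groups along both components and the dose order of the NaCl groups, the paper concludes that the chosen NaCl doses suit its question. It reasons that they range from mild to more severe stress and that NaCl separates from iso-osmolar sorbitol, and it proposes an osmotic part at the highest dose. On log2 values, 18 of the 27 arrays fell in the cluster the paper describes for them, and 24 did on linear intensities and on z-scores. Without replicate 1 of sorbitol 250 mM, 23 of the remaining arrays fell in the described cluster, and without any other single array 17 or 18 did.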

**FIGURE 2:**
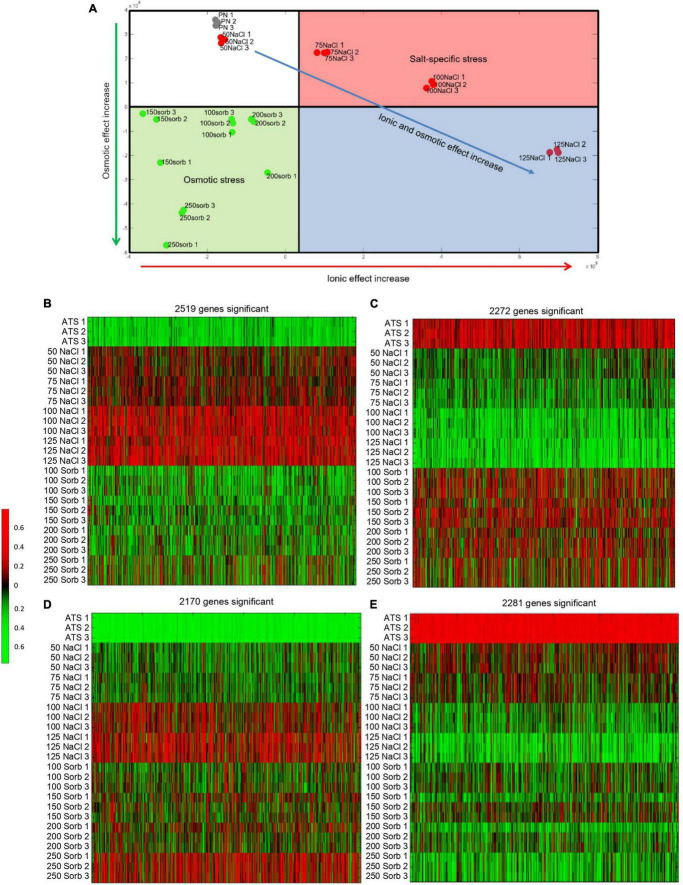
Dimensional reduction plot and heat maps illustrating the genes differentially expressed in plants grown on NaCl and sorbitol. Microarray analysis was performed on plants grown in NaCl or iso-osmolar concentrations of sorbitol for two weeks from germination. The dimensional reduction plot (**A**) was generated from the normalized data to show how the data separated along two principal components corresponding to the ionic effect and osmotic effect of the treatments. The heat maps (**B-E**) were generated from lists of genes that were differentially expressed in plants grown on NaCl but not sorbitol compared to the untreated control (salt-specific genes) and genes that were differentially expressed both in plants grown on NaCl and sorbitol (osmotic genes) compared to the untreated control. **(B):** Expression of 2,519 genes increased significantly (red) in plants grown on NaCl but had different patterns of expression in response to sorbitol compared to the untreated control, **(C):** Expression of 2,272 genes significantly decreased (green) in plants grown on NaCl but had different patterns of expression in plants grown on sorbitol compared to the untreated control, **(D):** Expression of 2,170 genes significantly increased (red) in plants grown on NaCl and sorbitol compared to the untreated control, **(E):** Expression of 2,281 genes significantly decreased (green) in NaCl and sorbitol treatment compared to the untreated control. Genes are represented in columns and control (ATS) or NaCl/sorbitol (Sorb) treatment concentrations in rows. Numbers on the scale bar represent gene expression after quantile normalization, z-score transformation, and logarithmic scaling of the data.

To understand how plants tolerate salt, the list of genes differentially expressed in plants grown on NaCl was compared to the list of genes differentially expressed in plants grown on sorbitol. To generate each of these differentially expressed gene lists, a Mann-Whitney test was performed to determine whether the distribution of expression data for each gene was different among the treated samples compared to the control samples, yielding a *p*-value for each gene. This was corrected for multiple hypothesis testing according to the method of Benjamini and Hochberg. 

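With 3 control arrays against 12 treated arrays, the exact Mann-Whitney test can give no two-sided p under 0.0044, since there are 455 ways to choose the controls. A gene with no masked array reaches this smallest p when its control values lie wholly above or wholly below its 12 treated values. On NaCl 7251 genes (33.7%) reached it, and on sorbitol 6476 (30.1%), where chance alone gives 94.6 genes. An adjusted p under 0.01 would need 44.0% of all genes to reach it. The smallest adjusted p was therefore 0.0130 on NaCl and 0.0146 on sorbitol, and the exact test put 0 genes past 0.01 on either list. The paper does not state which version of the test it ran. At an unadjusted p under 0.05 it found 10236 and 9993 genes. The limma model put 12921 genes past 0.01 on mean NaCl (6547 higher, 1356 at least 2-fold) and 13301 on mean sorbitol (7032 higher, 1367 at least 2-fold).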

Finally, the list of genes that were significantly (corrected *p* < 0.01) differentially expressed in plants grown in NaCl was compared to the list of genes that were significantly differentially expressed in plants grown in sorbitol to generate a list of salt-specific genes. These are the genes which respond significantly to NaCl but not to sorbitol. This gave rise to a list of 2,519 genes whose expression increased in a salt-specific manner and 2,272 genes whose expression decreased in a salt-specific manner (Figures 2B,C and Supplementary Table 1). Additionally, the intersection of the NaCl and sorbitol gene lists was determined to generate a list of osmotic genes (genes that are differentially expressed in plants grown on NaCl and in plants grown on sorbitol). This produced a list of 2,170 genes whose expression increased and 2,281 genes whose expression decreased in plants grown under osmotic stress conditions (Figures 2D,E and Supplementary Table 1). 

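By the exact Mann-Whitney test at an adjusted p under 0.01, both salt-specific lists held 0 genes. At an unadjusted p under 0.01 they held 1978 higher and 1743 lower, and at an adjusted p under 0.05 2076 and 1861. Taking every gene whose controls lie wholly outside its treated arrays, a setting added after seeing the values, gave 1916 and 1651. Under the 75th percentile it gave 1655 and 1784, so which direction held more genes depended on the scaling. The limma model gave 1659 higher and 1840 lower genes past 0.01 on mean NaCl and not on mean sorbitol. A list made this way does not itself compare NaCl with sorbitol. Of these 3499 genes, 3185 (91.0%) were past 0.01 in the direct comparison of mean NaCl with mean sorbitol and 314 were not. Of the 3567 separated salt-specific genes, 2942 (82.5%) passed the direct comparison, and 2027 (56.8%) were past 0.01 on mean sorbitol by limma.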

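The exact test at an adjusted p under 0.01 put 0 genes on the osmotic lists. They held 2152 higher and 1907 lower at an unadjusted p under 0.01, 2480 and 2130 at an adjusted p under 0.05, and 1882 and 1676 by complete separation. Complete separation under the 75th percentile gave 1734 higher and 1958 lower. By limma, 4089 genes were higher and 3776 lower on both stresses, and 5382 of these 7865 genes (68.4%) also differed between NaCl and sorbitol. Both lists use the same 3 control arrays, which by itself makes them overlap. In 100 simulated data sets where no treatment changed any gene, the log2 fold changes on NaCl and on sorbitol correlated at 0.801 on average, and the observed correlation was 0.707. With shared control arrays this correlation cannot by itself tell a shared response from none. In the simulations 14.6 genes on average were separated in the same direction on both stresses (at most 27), against 3517 observed in the same 21275 genes. With no gene changed, the simulated lists were far shorter than the observed ones. For 2 unrelated lists of the observed sizes, 2186 shared genes in either direction are expected.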

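TIP2.3 (AT5G47450), a vacuolar aquaporin, moved in opposite directions on the arrays. Its log2 fold change was -0.32, -1.14, -1.36 and -3.20 on NaCl from 50 to 125 mM, and 1.95, 2.06, 1.56 and 1.38 on sorbitol from 100 to 250 mM. It lay below all 3 controls on 12 of 12 NaCl arrays and above them on 12 of 12 sorbitol arrays. SAND (AT2G28390), the reference gene, did not change on NaCl on average (0.01, adjusted p 0.803 by limma). On sorbitol it was higher on 12 of 12 arrays (0.21, adjusted p 4.34e-05), a call that held in every setting run. The call at sorbitol 150 mM was lost under normexp and without replicate 1 of that group (both 0.10), and the call at 200 mM was lost without its replicate 1 (0.12).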

To validate the microarray data, the expression of several genes (salt-specific, osmotic and non-responsive) was confirmed by RT-qPCR (Supplementary Figure 2). 

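SOS1 (AT2G01980) rose on NaCl by 0.23 log2 on average (SE 0.051, adjusted p 0.000404 by limma), with 12 of 12 NaCl arrays above all controls. On mean sorbitol it rose by 0.20 (adjusted p 0.0018, 10 of 12 arrays), and this call was lost without control replicate 3 (0.18, adjusted p 0.0164). The direct comparison of NaCl with sorbitol gave 0.04 (adjusted p 0.319). NHX3 (AT5G55470) rose by 0.44 on NaCl (SE 0.068, adjusted p 9.31e-06, 12 of 12 arrays) and by 0.27 on sorbitol (adjusted p 0.00141, 10 of 12 arrays). Its sorbitol call was lost without control replicate 1 (0.25, adjusted p 0.0128) or 3 (0.25, adjusted p 0.0118). NHX3 was higher on NaCl than on sorbitol by 0.16 (adjusted p 0.00173). Normexp moved this most, to 0.09 (adjusted p 0.0120, and 0.09 to 0.17 over the settings run). By the exact Mann-Whitney test both genes had an unadjusted p of 0.0044 on NaCl, and on sorbitol SOS1 had 0.0703 and NHX3 0.0176.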

Interestingly, the salt-specific gene list contains the well known Na^+^ transporters, *SALT OVERLY SENSITIVE 1* (*SOS1*) and the *Na^+^/H^+^ EXCHANGER*, *NHX3* (Supplementary Table 1) which is consistent with our knowledge of ion-dependent mechanisms to tolerate salinity stress (Ji et al., 2013; Bassil et al., 2019) and demonstrates the accuracy of our data and analysis pipeline.

### Salt-Specific Genes Are Enriched in the Functional Term ‘Response to Auxin’

To gain insight into the functional relevance of these gene lists, Gene Ontology (GO) enrichment analyses were performed. 

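With the 2-fold filter, the Mann-Whitney lists kept 744 salt-specific and 1719 osmotic genes at an unadjusted p under 0.01. They kept 729 and 1838 at an adjusted p under 0.05, and 755 and 1587 by complete separation. Filtering those 3 versions was added after the data were seen, because the lists at an adjusted p under 0.01 are empty. The same filter on the limma lists kept 213 salt-specific genes higher on NaCl and 283 lower, and 1277 osmotic genes higher and 1425 lower. Of the filtered salt-specific genes, 455 were past 0.01 in the direct comparison with sorbitol.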

The salt-specific and osmotic gene lists were first filtered to retain genes whose expression increased or decreased by two-fold or more in at least one NaCl or sorbitol concentration (Supplementary Table 2). The GO analysis was performed using both the “classic” and “weight.01” (weighted) algorithms in topGO followed by Fisher’s exact tests to identify enriched terms. In brief, while the classic algorithm tests each GO category independently, the weighted algorithm penalizes scores for more general terms that share genes with more specific neighboring terms, weighting the analysis to the identification of more specific and therefore informative ontologies. We additionally restricted our analyses to GO terms that were represented by > 10 significant genes as these are more likely to be functionally important compared to terms that are represented by few genes. The significantly enriched GO terms for biological processes associated with the salt-specific gene list were distinct from those associated with the osmotic gene list (Table 1). As expected, GO terms enriched in the osmotic gene list included “response to water deprivation,” “response to abscisic acid” and “response to salt stress.” 

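Enrichment itself was not rerun, because no GO annotation was given. The member genes that the supplement lists for each term were followed instead. The study chose these genes on the same samples, so they are not independent evidence for the term. The 69 members of response to water deprivation had a median log2 fold change of 1.01 on mean NaCl and 1.10 on mean sorbitol. Adjusted over the list alone, 67 of them were past 0.01 on each stress, 51 higher and 16 lower by limma. Of the 85 tested members of response to abscisic acid, 84 were past 0.01 on each stress, with medians of 0.78 and 0.91. Camera, which compares a set with all other genes at a preset correlation of 0.01 between genes, gave p 6.62e-11 and 1.93e-12 for water deprivation. It gave 4.65e-04 and 2.01e-05 for abscisic acid. These 4 calls also held with the correlation estimated from the data and by fry, a rotation test of the set by itself. Both sets were higher on sorbitol than on NaCl, with direct medians of -0.45 and -0.33.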

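A set of 9 marker genes fixed before the data were examined (RD29A, RD29B, RAB18, COR15A, P5CS1, KIN1, KIN2, LEA14 and ABI5) had a median log2 fold change of 1.68 on mean NaCl and 1.93 on mean sorbitol. Adjusted over the list alone, 8 were past 0.01 on NaCl and 9 on sorbitol by limma, all higher. The exception was RAB18 on NaCl (0.36, adjusted p 0.0161 over all genes, 9 of 12 arrays above the controls). COR15A, P5CS1, RD29A, RD29B and ABI5 are also in the paper's table of osmotic genes, which was chosen on these samples. The rise of this marker set is thus not fully independent evidence. All 9 were higher on sorbitol than on NaCl (median -0.48, camera p 8.46e-05), but KIN1 turned to 0.60 when its probes were averaged, against -0.30 for its brightest probe. COR15A rose by 3.73 and 4.98, P5CS1 by 1.84 and 2.30 and RD29A by 1.88 and 2.42 on NaCl and sorbitol, each on 12 of 12 arrays. RD29B was not well above background on any control array, so its change is a lower bound. The bound divides the mean of the bright group by a floor for the dim group, which is, array by array, the higher of the gene's own signal and the lowest signal among probes well above background. RD29B was at least 18.2-fold higher at NaCl 125 mM and at least 117-fold at sorbitol 250 mM.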

Genes associated with these terms included many well-known markers of osmotic stress such as *LATE EMBRYOGENESIS ABUNDANT (LEA)*, *RESPONSE TO DEHYDRATION (RD)*, *STRESS RESPONSIVE (KIN)*, *COLD REGULATED (COR)*, *ABA INSENSITIVE (ABI)* genes and the proline biosynthesis gene, *DELTA1-PYRROLINE-5-CARBOXYLATE SYNTHASE 1 (P5CS1)* (Table 2 and Supplementary Table 3). Furthermore, this suggests that many of the genes annotated with the GO term “response to salt stress” respond to the osmotic component of salinity stress. 

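Of the 58 salt-stress members in the supplement 57 were tested, and this list too was chosen on these samples. Their median log2 fold change was 0.81 on mean NaCl (38 higher and 19 lower past 0.01) and 0.91 on mean sorbitol (38 and 18). Camera gave p 7.81e-06 and 4.45e-06, and both calls held with the estimated correlation (0.000776 and 0.000611) and by fry. Directly compared, 53 of them differed between the stresses by limma, 19 higher on NaCl and 34 higher on sorbitol (median -0.27, camera p 0.0345). The paper proposes from the term's place among the osmotic genes that many genes annotated to salt stress answer its osmotic part.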

The salt-specific gene list only produced two enriched GO terms that had more than ten associated genes (Table 1). One of these was the GO term “cellular response to hypoxia” and the other was “response to auxin.” 

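The 27 salt-specific members of cellular response to hypoxia had a median log2 fold change of -0.59 on mean NaCl, with 11 higher and 16 lower past 0.01 by limma, adjusted over the list alone. On mean sorbitol the median was -0.24, and 22 of the 27 were past 0.01 (7 higher and 15 lower). Camera gave p 0.127 and 0.0332, and with the estimated correlation 0.281 and 0.138, so no shift of the set past 0.01 was found by either. Fry gave 6.82e-11 and 3.36e-10, both downward. The list was drawn from these samples by the study.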

The salt-specific genes annotated to be involved in the “cellular response to hypoxia” include several general defense genes (Supplementary Table 3) and the enrichment in this term could be due to the similarity between the plant response to hypoxia and the response to salinity stress. Both stresses, for example, lead to Ca^2+^ signaling, membrane depolarization and production of reactive oxygen species (Wang et al., 2017). The enrichment in the GO term “response to auxin” is of particular interest because auxin is a major phytohormone which plays an indispensable role during plant growth, and thus might alter plant growth in saline environments. Genes annotated to be involved in the ‘response to auxin’ included many *SMALL AUXIN UPREGULATED RNA* (SAUR) genes, *AUXIN RESISTANT 1* (*AXR1*), *AUXIN-RESPONSIVE GH3 FAMILY PROTEIN* (*GH3.5*) and *PINOID-BINDING PROTEIN 1* (*PBP1*) among others (Table 3). 

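AXR1 (AT1G05180) did not change by limma on mean NaCl (log2 fold change 0.05, adjusted p 0.543), on mean sorbitol (0.08, 0.359) or between them (-0.03, 0.639). Averaging its probes gave 0.35 on sorbitol, past 0.01. GH3.5 (AT4G27260) was lower on NaCl by 0.22 log2 (adjusted p 0.0438, 9 of 12 arrays below the controls) and past 0.01 at NaCl 100 mM alone among the NaCl doses (-0.44, adjusted p 0.0029). On sorbitol its brightest probe gave 0.26 (adjusted p 0.0215), and its other probe gave -0.29, so its direction there depends on the probe. By the brightest probe, GH3.5 was lower on NaCl than on sorbitol by 0.48 log2 (adjusted p 3.63e-07). The largest change over doses of its other probe was -1.03 on NaCl and -0.79 on sorbitol. The size of its fall on NaCl thus depends on the probe too, and the difference between the stresses rests on the brightest probe. PBP1 (AT5G54490) decreased by 1.16 log2 on mean NaCl (adjusted p 3.72e-19, 12 of 12 arrays) and by 0.22 on mean sorbitol (adjusted p 2.01e-07, 9 of 12 arrays). The 24 tested members of response to auxin had medians of 0.38 on NaCl and -0.21 on sorbitol (means 0.36 and -0.03). Of these, 22 were past 0.01 on NaCl (12 higher, 10 lower) and 20 on sorbitol (7 higher, 13 lower), adjusted over the list alone.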

The *SAURs* are a large gene family known to be rapidly induced when auxin concentrations increase (Calderon-Villalobos et al., 2010). Most of the *SAURs* in the salt-specific gene list increased in expression in plants grown under saline conditions (Table 3). This suggests that auxin levels increase in a salt-specific manner which would subsequently induce the expression of the *SAURs*. In contrast, the list of osmotic genes was enriched in GO terms for different hormones including “response to abscisic acid” and “response to jasmonic acid” (Table 1) and no auxin-related GO terms were enriched in this gene list. Thus, it appears that auxin may be specifically involved in adaptation to salinity stress, whereas several other hormones are involved in osmotic stress tolerance. 

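Of 80 genes named or described as SAUR, 65 were tested. Their median log2 fold change was 0.47 on mean NaCl and -0.22 on mean sorbitol, and 0.65 between them. By limma 37 were higher and 15 lower past 0.01 on NaCl, 18 and 33 on sorbitol, and 44 and 10 between them. Camera gave p 9.71e-05 on NaCl, 0.0354 on sorbitol and 1.72e-08 for the difference. With the correlation between genes estimated (0.0504) the p was 0.0258, 0.206 and 0.00248, and adjusted over the 84 set tests none was past 0.01 (0.0122 for the difference). Fry gave 1.13e-18, 3.11e-08 and 6.28e-24. Over the NaCl doses the median was 0.31, 0.36, 0.73 and 0.76 and the mean 0.46, 0.42, 0.60 and 0.50. The median on mean NaCl kept its sign under every scaling run, down to 0.33 after normexp. The median difference between NaCl and sorbitol fell from 0.65 to 0.29 after normexp and to 0.36 with no filter on dim probes. The rise lay in SAUR genes with another SAUR among the 3 loci on either side. Those 33 had a median of 1.02 on NaCl, with 27 higher and 1 lower, and the other 32 had -0.13, with 10 higher and 14 lower. SAUR30 is not on the array by the match used. Of the 12 other SAUR genes of the paper's table, which were chosen on these samples, 9 were higher and 3 lower on NaCl. The 53 others had a median of 0.39.

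**Figure D2:**
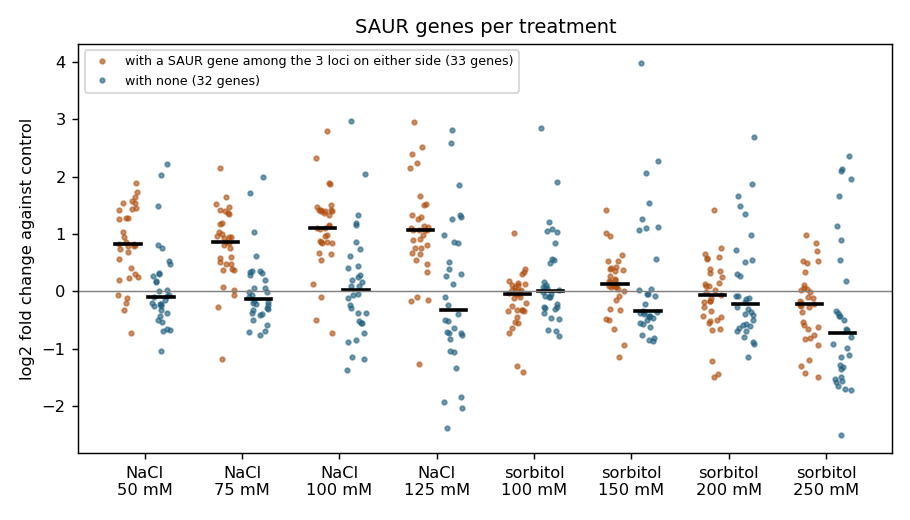
Log2 fold change of each tested SAUR gene against the control in each treatment, n = 3 arrays per group. Genes with another SAUR gene among the 3 loci on either side (orange, 33 genes) and without (blue, 32 genes); black lines are medians.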

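The 43 members that the supplement lists for response to jasmonic acid had a median log2 fold change of 1.10 on mean NaCl and 0.77 on mean sorbitol, with 27 higher on both and 15 and 16 lower. Camera gave p 0.00173 and 0.00804, and with the estimated correlation 0.00626 and 0.0174. Adjusted over the 84 set tests, only the value on NaCl at the preset correlation was past 0.01 (0.00518). The other osmotic terms moved in both directions. By limma 13 of 14 tested red light genes and 9 of 10 far red light genes were lower on both stresses (medians -0.81 and -0.90 on NaCl, -1.12 and -1.08 on sorbitol), as were 19 of 25 karrikin genes (-0.68 and -0.95). Medians were above 0 for anthocyanin (2.55 and 2.28), cold (0.63 and 0.73), wounding (0.83 and 0.63), glucosinolate (0.68 and 0.79) and cellular abscisic acid genes (0.70 and 0.78). They were below 0 for oxidative stress (-0.63 and -0.59), oxidation-reduction (-0.55 and -0.41), hypoxia (-0.52 and -0.32) and root development genes (-0.79 and -0.53). Each of these sets had members past 0.01 both ways. On mean NaCl, 20 cellular abscisic acid genes were higher and 15 lower, 19 hypoxia genes higher and 23 lower, and 32 oxidation-reduction genes higher and 40 lower. For cellular abscisic acid, hypoxia and oxidation-reduction genes, camera found no shift past 0.01 on NaCl (p 0.351, 0.126 and 0.207) or sorbitol (p 0.157, 0.104 and 0.301). It did call wounding (p 0.00128) and root development genes (p 0.00147) on NaCl, and oxidative stress genes on sorbitol (p 0.00179). With the estimated correlation these calls were lost (p adjusted over the 84 set tests 0.113, 0.0398 and 0.159). Medians were also above 0 for defense (0.52 and 0.35), secondary metabolism (0.62 and 0.65), cell wall loosening (0.56 and 0.71) and insect genes (0.40 and 0.69). The insect genes had means below 0 on both, -0.30 and -0.02, while camera and fry pointed upward. For oxidation-reduction on sorbitol fry pointed upward (p 0.0121) against the median.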

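The paper proposes that a salt-specific rise in auxin induces the SAUR genes, and from the hormone terms on its lists that auxin may serve adaptation to salinity specifically. No hormone level was measured on the arrays. The contrast that bears most directly on the proposal is the SAUR difference between NaCl and iso-osmolar sorbitol, whose median lay at 0.95 for SAUR genes with a SAUR neighbour and at 0.11 for those without.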

Taken together, the GO enrichment results indicate that (1) there are salt-specific (ion-dependent) responses that can be distinguished from osmotic stress responses as previously reported (Donaldson et al., 2004; Munns and Tester, 2008; Shavrukov, 2013; Julkowska and Testerink, 2015), (2) genes that were previously functionally annotated to respond to salt likely respond to the osmotic component of salinity stress, and (3) auxin potentially plays an important role during growth in saline conditions.

**TABLE 1:** The Gene Ontology (GO) terms enriched in the osmotic and salt-specific gene lists.

GO term	Description	Number in background	Number in gene set	Expected	Fisher classic	Fisher weighted
**Osmotic gene list (1879 genes)**						
GO:0009414	response to water deprivation	398	69	26.94	4.2e-13	2.2e-10
GO:0009611	response to wounding	222	44	15.03	9.3e-11	2.9e-10
GO:0009753	response to jasmonic acid	205	43	13.88	2.2e-11	1.8e-09
GO:0006979	response to oxidative stress	467	68	31.61	1.7e-09	2.4e-09
GO:0071456	cellular response to hypoxia	239	42	16.18	1.1e-08	1.1e-08
GO:0009737	response to abscisic acid	578	88	39.12	5.6e-13	2.6e-08
GO:0080167	response to karrikin	128	26	8.66	3.8e-07	3.8e-07
GO:0006952	defense response	1103	130	74.66	2.8e-10	2.9e-06
GO:0019761	glucosinolate biosynthetic process	52	16	3.52	1.8e-07	4.4e-06
GO:0009625	response to insect	32	11	2.17	4.5e-06	4.5e-06
GO:0009718	anthocyanin-containing compound biosynthesis	33	11	2.23	6.3e-06	1.0e-05
GO:0055114	oxidation-reduction process	754	73	51.04	0.00128	1.5e-05
GO:0009828	plant-type cell wall loosening	37	11	2.5	2.2e-05	2.2e-05
GO:0010114	response to red light	63	16	4.26	3.1e-06	2.5e-05
GO:0009651	response to salt stress	485	58	32.83	1.8e-05	5.9e-05
GO:0071215	cellular response to abscisic acid stimulus	234	36	15.84	3.2e-06	0.00018
GO:2000280	regulation of root development	97	16	6.57	0.00077	0.00041
GO:0009409	response to cold	427	50	28.9	0.00011	0.00053
GO:0019748	secondary metabolic process	363	55	24.57	1.6e-08	0.00072
GO:0010218	response to far red light	44	11	2.98	0.00013	0.00078
**Salt specific gene list (962 genes)**						
GO:0071456	cellular response to hypoxia	239	27	8.15	5.5e-08	5.5e-08
GO:0009733	response to auxin	337	25	11.5	0.00025	1.4e-05

*“Number in background” is the number of genes in the Arabidopsis genome with the associated GO term, “Number in gene set” is the number of genes in the query gene list with the associated GO term, “Expected” is the number of genes with the associated GO term expected to appear in the query list, “Fisher classic” represents the p-value after a Fisher classic statistical test for significance of enrichment, “Fisher weighted” represents the p-value after a weighted Fisher statistical test for significance of enrichment.*

**TABLE 2:** The genes from the osmotic gene list annotated with the enriched GO term “response to salt stress.”

Gene accession number	Gene name/description	log2 fold change in response to NaCl	log2 fold change in response to sorbitol
AT1G07400	*HEAT SHOCK PROTEIN 17.8 (HSP17.8)*	1.1	1.3
AT1G16850	uncharacterized transmembrane protein	3.2	3.1
AT1G50960	*GIBBERELLIN 2-OXIDASE 7 (GA2OX7)*	3.1	1.5
AT1G52400	*BETA GLUCOSIDASE 18 (BGLU18)*	3.0	1.1
AT1G56060	*CYSTEINE-RICH TRANSMEMBRANE MODULE 3 (CYSTM3)*	2.2	1.5
AT1G56600	*GALACTINOL SYNTHASE 2 (GOLS2)*	3.1	4.1
AT1G61340	*F-BOX STRESS INDUCED 1 (FBS1)*	1.0	0.5
AT1G65500	*SECRETED TRANSMEMBRANE PEPTIDE 6 (STMP6)*	3.1	3.7
AT2G29500	*HEAT SHOCK PROTEIN 17.6B (HSP17.6B)*	1.4	2.1
AT2G33380	*CALEOSIN 3 (CLO-3)*	3.6	3.0
AT2G35612	uncharacterized copper amine oxidase family protein	2.4	3.8
AT2G36270	*ABA INSENSITIVE 5 (ABI5)*	1.2	2.0
AT2G37760	*ALDO-KETO REDUCTASE FAMILY 4 MEMBER C8 (AKR4C8)*	1.9	1.0
AT2G38170	*CATION EXCHANGER 1 (CAX1)*	1.3	0.7
AT2G39800	*DELTA1-PYRROLINE-5-CARBOXYLATE SYNTHASE 1 (P5CS1)*	2.7	3.5
AT2G41010	*CALMODULIN (CAM)-BINDING PROTEIN OF 25 (CAMBP25)*	1.1	0.2
AT2G41870	*REMORIN GROUP 4.2 (REM4.2)*	0.8	1.7
AT2G42540	*COLD-REGULATED 15A (COR15A)*	4.4	5.1
AT2G47770	*TSPO(OUTER MEMBRANE TRYPTOPHAN-RICH SENSORY PROTEIN)-RELATED (TSPO)*	5.1	7.0
AT3G49580	*RESPONSE TO LOW SULFUR 1 (LSU1)*	2.9	2.1
AT3G63060	*EID1-LIKE 3 (EDL3)*	1.6	1.2
AT4G11890	*ABA- AND OSMOTIC-STRESS-INDUCIBLE RECEPTOR-LIKE CYTOSOLIC KINASE1 (ARCK1)*	1.3	1.9
AT4G12480	*EARLY ARABIDOPSIS ALUMINUM INDUCED 1 (EARLI 1)*	3.2	2.5
AT4G19810	*CLASS V CHITINASE (CHIC)*	1.7	1.3
AT4G23600	*JASMONIC ACID RESPONSIVE 2 (JR2)*	2.5	2.3
AT4G34710	*ARGININE DECARBOXYLASE 2 (ADC2)*	1.3	1.4
AT5G02020	*SALT INDUCED SERINE RICH (SIS)*	2.0	1.7
AT5G24090	*CHITINASE A (CHIA)*	1.3	1.5
AT5G24770	*VEGETATIVE STORAGE PROTEIN 2 (VSP2)*	3.1	2.8
AT5G25610	*RESPONSIVE TO DESICCATION 22 (RD22)*	1.5	1.5
AT5G28510	*BETA GLUCOSIDASE 24 (BGLU24)*	2.8	1.8
AT5G46830	*NACL-INDUCIBLE GENE 1 (NIG1)*	2.8	1.7
AT5G50720	*HVA22 HOMOLOG E (HVA22E)*	0.9	1.2
AT5G52300	*LOW-TEMPERATURE-INDUCED 65 (LTI65)*	4.8	7.5
AT5G52310	*COLD REGULATED 78 (COR78)*	2.4	2.6
AT5G59310	*LIPID TRANSFER PROTEIN 4 (LTP4)*	4.4	6.0
AT5G62490	*HVA22 HOMOLOG B (HVA22B)*	3.4	2.3
AT5G62520	*SIMILAR TO RCD ONE 5 (SRO5)*	1.0	0.7
AT1G01620	*PLASMA MEMBRANE INTRINSIC PROTEIN 1;3 (PIP1;3)*	−1.1	−0.7
AT1G05680	*URIDINE DIPHOSPHATE GLYCOSYLTRANSFERASE 74E2 (UGT74E2)*	−2.0	−1.3
AT1G35910	*TREHALOSE-6-PHOSPHATE PHOSPHATASE D (TPPD)*	−2.3	−2.1
AT1G43160	*ETHYLENE RESPONSIVE FACTOR113 (RAP2.6)*	−1.7	−1.2
AT1G47840	*HEXOKINASE 3 (HXK3)*	−1.4	−1.2
AT1G70170	*MATRIX METALLOPROTEINASE (MMP)*	−0.8	−1.7
AT2G01900	*INOSITOL POLYPHOSPHATE PHOSPHATIDYLINOSITOL 5-PHOSPHATASE9 (T5PTASE9)*	−1.9	−1.7
AT2G02820	*MYB DOMAIN PROTEIN 88 (MYB88)*	−1.2	−0.5
AT2G15390	*FUCOSYLTRANSFERASE 4 (FUT4)*	−1.3	−0.7
AT2G47460	*MYB DOMAIN PROTEIN 12 (MYB12)*	−1.1	−0.8
AT3G02140	*ABI FIVE BINDING PROTEIN 4 (AFP4)*	−1.8	−1.4
AT3G50310	*ABA-INSENSITIVE PROTEIN KINASE 1 (AIK1)*	−2.1	−1.7
AT3G54770	*ABA-REGULATED RNA-BINDING PROTEIN 1 (ARP1)*	−1.6	−1.0
AT4G20260	*PLASMA-MEMBRANE ASSOCIATED CATION-BINDING PROTEIN 1 (PCAP1)*	−0.3	−1.1
AT5G17960	uncharacterized Cysteine/Histidine-rich C1 domain family protein	−3.5	−1.4
AT5G24120	*SIGMA FACTOR 5 (SIG5)*	−0.8	−1.2
AT5G44610	*PLASMA MEMBRANE ASSOCIATED CA2* + *-BINDING PROTEIN-2 (PCAP2)*	−1.4	−0.9
AT5G49630	*AMINO ACID PERMEASE 6 (AAP6)*	−1.1	−1.3
AT5G63650	*SNF1-RELATED PROTEIN KINASE 2.5 (SNRK2.5)*	−1.5	−1.0

*Information on the “Gene name/description” associated with each gene accession number is reported according to TAIR (https://www.arabidopsis.org/). The values in the “log2 fold change in response to NaCl” column are the greatest fold change seen for each gene across the four NaCl treatments. The values in the “log2 fold change in response to sorbitol” are the greatest fold change seen for each gene across the four sorbitol treatments. 

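For the 57 genes of this table, 56 were tested. By limma 56 were past 0.01 on mean NaCl (37 higher, 19 lower) and 55 on mean sorbitol (37 higher, 18 lower), adjusted over the list alone. The median log2 fold change was 0.89 on mean NaCl and 0.92 on mean sorbitol. In the direct comparison 52 differed, 19 higher on NaCl and 33 higher on sorbitol. The genes were chosen on these samples, so the counts describe the list and do not test it. The largest change over doses had the same sign as the printed sorbitol value for 55 of 56 genes, with a median absolute difference of 0.0224 log2, and of 0.0317 for the NaCl column. The gene whose sign differed, PIP1;3, depends on the probe and the scaling. On mean sorbitol its brightest probe gave 0.02, not past 0.01, the 75th percentile scaling gave -0.33, and its probe 3 gave -0.35.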

Osmotic genes are significantly differentially expressed in response to NaCl and sorbitol treatments. The log2 fold change values are relative to the untreated control.*

**TABLE 3:** The genes from the salt-specific gene list annotated with the enriched GO term “response to auxin stimulus.”

Gene accession number	Gene name/description	Log2 fold change in response to NaCl
AT5G53590	*SMALL AUXIN UPREGULATED RNA 30 (SAUR30)*	1.28
AT5G37770	*CALMODULIN-LIKE 24 (CML24)*	1.41
AT5G27780	*SMALL AUXIN UPREGULATED RNA 75 (SAUR75)*	3.06
AT4G38860	*SMALL AUXIN UPREGULATED RNA 16 (SAUR16)*	2.52
AT4G38850	*SMALL AUXIN UPREGULATED RNA 15 (SAUR15)*	1.58
AT4G38840	*SMALL AUXIN UPREGULATED RNA 14 (SAUR14)*	1.52
AT4G36110	*SMALL AUXIN UPREGULATED RNA 9 (SAUR9)*	1.44
AT4G19690	*IRON-REGULATED TRANSPORTER 1 (IRT1)*	3.35
AT3G28910	*MYB DOMAIN PROTEIN 30 (MYB30)*	1.21
AT3G03840	*SMALL AUXIN UPREGULATED RNA 27 (SAUR27)*	3.06
AT3G03830	*SMALL AUXIN UPREGULATED RNA 28 (SAUR28)*	2.33
AT2G21210	*SMALL AUXIN UPREGULATED RNA 6 (SAUR6)*	1.07
AT1G29460	*SMALL AUXIN UPREGULATED RNA 65 (SAUR65)*	1.29
AT5G54490	*PINOID-BINDING PROTEIN 1 (PBP1)*	–1.32
AT5G47370	*HOMEOBOX ARABIDOPSIS THALIANA (HAT2)*	–1.06
AT5G03310	*SMALL AUXIN UPREGULATED RNA 44 (SAUR44)*	–1.91
AT4G32810	*CAROTENOID CLEAVAGE DIOXYGENASE 8 (CCD8)*	–1.63
AT4G27260	*AUXIN-RESPONSIVE GH3 FAMILY PROTEIN 5 (GH3.5)*	–0.44
AT3G55120	*TRANSPARENT TESTA 5 (TT5)*	–1.15
AT3G12955	*SMALL AUXIN UPREGULATED RNA 74 (SAUR74)*	–1.04
AT3G01220	*HOMEOBOX PROTEIN 20 (ATHB20)*	–1.10
AT1G43040	*SMALL AUXIN UPREGULATED RNA 58 (SAUR58)*	–1.06
AT1G27740	*ROOT HAIR DEFECTIVE 6-LIKE 4 (RSL4)*	–1.39
AT1G13670	*BIG GRAIN LIKE 2 (BGL2)*	–1.56

*Information on the “Gene name/description” associated with each gene accession number is reported according to TAIR (https://www.arabidopsis.org/). The values in the “log2 fold change in response to NaCl” column are the greatest fold change seen for each gene across the four NaCl treatments. Salt-specific genes are significantly differentially expressed in response to NaCl but not sorbitol, hence no log2 fold change in response to sorbitol values are included. 

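Of the 24 genes of this table 23 were tested, and by limma 22 were past 0.01 on mean NaCl, 12 higher and 10 lower. On mean sorbitol 20 of the 23 were past 0.01, 7 higher and 13 lower (adjusted over the list alone). The count on sorbitol was 18 to 21 over the other settings run, the fewest with slide as a random block. In the direct comparison 21 of 23 differed, 13 higher on NaCl and 8 lower. The median log2 fold change was 0.72 on NaCl, -0.23 on sorbitol and 0.49 between them. After normexp it was 0.36 on NaCl and 0.18 between them, and with the mean of all probes 0.36 on NaCl. Camera gave p 0.548, 0.142 and 0.0904, since the list mixes genes that rise and fall. Its calls were the same with the estimated correlation, and fry called all 3. The list was chosen on these samples. The largest NaCl change over doses differed from the printed value by 0.0042 log2 in the median.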

The log2 fold change values are relative to the untreated control.*

### Salt-Specific Increases in Indole-3-Acetic Acid Are Driven by Indole-3-Acetic Acid Biosynthesis

The GO analysis hinted that auxin levels may be elevated in plants grown under saline conditions, leading to the increased expression of the auxin-inducible *SAUR* genes. Therefore, the expression of genes that could affect auxin levels, was further investigated in the microarray data. This included genes involved in the tryptophan-dependent IAA biosynthesis pathway and IAA degradation (Figure 3). The expression of *FLAVIN MONOOXYGENASE-LIKE ENZYME 4* (*YUC4*), *NIT1* and *NIT2* genes increased in plants grown on salt and had significantly different expression patterns in plants grown on sorbitol, hence were found on the salt-specific gene list. These genes encode enzymes that catalyze the final steps of the IPyA and IAOx branches of TD IAA biosynthesis, respectively. In particular, the expression of *NIT1*, *NIT2*, and *YUC4* increased significantly in response to all NaCl treatments compared to the untreated control (Figures 4A-C). Additionally, the expression of *NIT1* and *NIT2* was NaCl-dose dependent. 

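Of the genes of tryptophan-dependent IAA synthesis, 8 were followed in every treatment, and 54 of their 64 comparisons with the control were past 0.01 by limma. Adjusted over the list alone the count was the same. The alternatives run gave 52 to 56, and leaving out control replicate 2 gave 50. Between NaCl and iso-osmolar sorbitol 27 of 32 comparisons were past 0.01. No slide holds both groups of such a pair, so a slide effect in them cannot be told apart. NIT1 (AT3G44310) was higher on NaCl in all 4 pairs, by 0.18, 0.45, 1.36 and 1.35 log2. NIT2 (AT3G44300) was higher by 0.41, 1.00, 1.25 and 1.98. YUC4 (AT5G11320) was higher on NaCl only in the lowest pair (0.61, adjusted p 1.09e-06). In the other pairs it was lower on NaCl, by -0.49 (adjusted p 1.89e-05), -0.71 (1.03e-07) and -0.55 (2.29e-06), and on average by -0.28 (1.36e-06). Normexp brought the difference between NaCl 75 mM and sorbitol 150 mM to -0.18. YUC4 was well above background on 2 of 3 control arrays.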

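NIT1 rose on NaCl by 0.28, 0.50, 1.13 and 1.28 log2 from the lowest dose to the highest (SE 0.0348, adjusted p 6.41e-07, 1.27e-10, 6.90e-17 and 4.66e-18 by limma). NIT2 rose by 0.96, 1.08, 1.76 and 3.00 (SE 0.0429, adjusted p 9.02e-14, 1.12e-14, 1.26e-18 and 1.24e-22). YUC4 rose by 1.18, 1.03, 1.18 and 1.43 (SE 0.0787, largest adjusted p 4.93e-10). All 3 genes lay above every control on 12 of 12 NaCl arrays.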

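Steps between neighbouring doses were tested directly by limma. NIT1 rose by 0.21 log2 from 50 to 75 mM (adjusted p 4.49e-05), by 0.63 to 100 mM (5.00e-12) and by 0.15 to 125 mM (0.00121). The last step was lost under some settings, from 0.01 with its probes averaged to 0.16 with slide as a random block, and the step to 75 mM was lost under the 75th percentile (0.15). NIT2 rose by 0.12 (adjusted p 0.0387), 0.69 and 1.23, with the later steps past 0.01. YUC4 changed past 0.01 at no single step (-0.15, 0.15 and 0.24, adjusted p 0.159, 0.117 and 0.0116), though it differed between 125 and 50 mM (0.25, adjusted p 0.00704). Under the 75th percentile its last step was 0.43 and past 0.01.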

*NIT1* and *NIT2* expression did not change significantly in plants grown under any of the sorbitol treatments compared to the untreated control; whereas *YUC4* expression increased significantly in all sorbitol treatments (although its expression in the NaCl treatments was significantly different to the respective iso-osmolar sorbitol treatments). 

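On sorbitol from 100 to 250 mM, NIT1 changed by 0.10, 0.05, -0.23 and -0.07 log2 (adjusted p 0.0158, 0.241, 7.97e-06 and 0.0755 by limma). Averaging the probes of NIT1 moved its last value to -0.16, past 0.01. NIT2 changed by 0.55, 0.08, 0.51 and 1.02 (adjusted p 7.84e-10, 0.124, 1.53e-09 and 9.25e-15), and 11 of its 12 sorbitol arrays lay above all controls. With the least significant difference test that the methods name, at 0.05 on fold changes, NIT1 was called at sorbitol 100 mM (p 0.0315) and lower at 200 mM (p 0.000151). By that test NIT2 was called at every sorbitol dose but 150 mM (p 0.444). YUC4 rose by 0.57, 1.52, 1.89 and 1.98 (adjusted p 3.10e-06 at 100 mM), above all controls on 12 of 12 arrays.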

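NIT2 at NaCl 125 mM stood at 7.99 ± 0.146 times the control (mean ± SD of the fold over the control mean, n = 3). At the same dose NIT1 stood at 2.43 ± 0.0564 and YUC4 at 2.69. Among the 8 genes of IAA synthesis followed, no other treatment gave a larger rise.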

Importantly, *NIT2* showed the greatest change in expression in plants grown under saline conditions compared to the other IAA biosynthetic genes, reaching a maximum of eight-fold induction in 125 mM NaCl (Figure 4B). This was confirmed by RT-qPCR (Supplementary Figure 2). 

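AAO1 (AT5G20960) changed by -0.49, -0.48, -0.71 and -0.64 log2 on NaCl from 50 to 125 mM (SE 0.0408, largest adjusted p 2.64e-09 by limma), below all controls on 12 of 12 arrays. On sorbitol it changed by -0.35, -0.24, -0.32 and -0.02 (adjusted p 2.42e-07, 3.31e-05, 8.88e-07 and 0.729). NIT3 (AT3G44320) was also lower on all 4 sorbitol doses (-0.25, -0.37, -0.28 and -0.75, largest adjusted p 0.00461) and at NaCl 50 mM (-0.41, adjusted p 5.55e-05), but higher at NaCl 100 and 125 mM (0.23 and 0.36). TAR2 was lower on mean NaCl (-0.22, adjusted p 0.00171) and on mean sorbitol (-0.32, adjusted p 3.74e-05). TAA1 did not change past 0.01 on mean NaCl (-0.08, adjusted p 0.144) and rose on mean sorbitol (0.40, adjusted p 2.01e-07).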

The only IAA biosynthetic gene to be significantly downregulated in plants grown in NaCl and sorbitol, compared to the untreated control, was *ARABIDOPSIS ALDEHYDE OXIDASE 1* (*AAO1*) (Figure 4D). 

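AMI1 (AT1G08980) rose on NaCl by 0.22, 0.29, 0.30 and 0.37 log2 from 50 to 125 mM (SE 0.0387, largest adjusted p 5.06e-05 by limma), above all controls on 12 of 12 arrays. In folds this is 1.17 to 1.29. On sorbitol it rose by 0.28 (adjusted p 3.29e-06), 0.13 (0.00739), 0.07 (0.119) and 0.14 (0.00274). Its probes disagree at sorbitol 250 mM, where averaging them gave -0.07, and they are called in opposite directions on mean sorbitol. The call at sorbitol 150 mM was lost without replicate 1 of that group (0.08), and the call at 250 mM under the 75th percentile (0.12).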

The expression of *INDOLE-3-ACETAMIDE* (*AMI1*) showed no statistically significant difference in expression under any of the treatments compared to the untreated control (Figure 4E). 

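CYP79B2 (AT4G39950) was lower at NaCl 50 and 75 mM (-0.57 and -0.50 log2, adjusted p 1.58e-08 and 1.09e-07 by limma), did not change at 100 mM (0.04, 0.476) and was higher at 125 mM (0.49, 4.95e-08). It rose on sorbitol with dose, by 0.14 (0.0318), 0.36, 0.48 and 0.85 (9.75e-12). CYP79B3 (AT2G22330) was lower at NaCl 50 and 75 mM (-0.37 and -0.43, adjusted p 2.24e-05 and 3.57e-06) and higher at 100 and 125 mM (0.36 and 0.47, 2.27e-05 and 5.40e-07). On sorbitol it changed by -0.01 (0.929), 0.50, 0.53 and 0.31 (0.000114). Both genes thus changed sign over the NaCl doses, and the mean over doses hides this. It was -0.13 for CYP79B2 (adjusted p 0.0101) and 0.01 for CYP79B3 (adjusted p 0.921).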

Other genes higher up in the TD IAA biosynthesis pathway, such as *CYTOCHROME P450 FAMILY 79B2,3* (*CYP79B2,3*), did not show a significant change in expression in the transcriptome data (data not shown). Finally, expression of *DIOXYGENASE FOR AUXIN DEGRADATION* (*DAO*), which is involved in IAA degradation, did not change significantly in plants grown in NaCl, suggesting that, under saline conditions, IAA levels are not modulated *via* degradation (Figure 4F).

**FIGURE 3:**
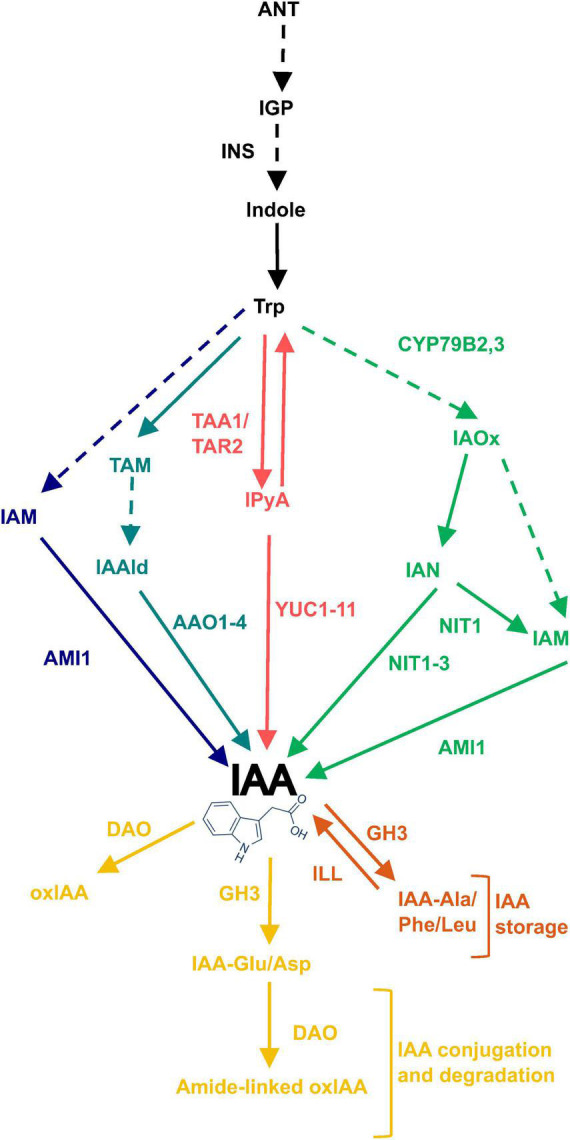
Routes of tryptophan-dependent (TD) IAA biosynthesis and IAA oxidation and conjugation. The TD pathway of IAA biosynthesis has four proposed routes named for their key intermediates: IAM, TAM, IPyA, and IAOx shown in dark blue, light blue, red and green, respectively. Excess free IAA is removed either by direct oxidation or irreversible conjugation to Glu or Asp amino acids which tag it for oxidation, shown in yellow. Alternatively, excess IAA can be conjugated to Ala, Phe or Leu amino acids which tag it for storage, shown in orange. Solid arrows refer to reactions with identified enzymes and dashed arrows refer to unidentified/unconfirmed reactions. Enzymes involved are written next to the relevant arrow. **ANT**, anthranilate; **IGP**, indole-3-glycerol phosphate; **INS**, INDOLE SYNTHASE; **IAOx**, indole-3-acetaldoxime; **CYP79B2,3**, CYTOCHROME P450 FAMILY 79B2,3; **IAN**, indole-3-acetonitrile; **IAM**, indole-3-acetamide; **NIT1-3**, NITRILASE 1-3; **AMI1**, AMIDASE 1; **TAA1**, TRYPTOPHAN AMINOTRANSFERASE OF ARABIDOPSIS 1; **TAR2**, TRYPTOPHAN AMINOTRANSFERASE RELATED 2; **IPyA**, indole-3-pyruvic acid; **YUC1-11**, YUCCA 1-11; **TAM**, tryptamine; **IAAld**, indole-3-acetaldehyde; **AAO1-4**, ARABIDOPSIS ALDEHYDE OXIDASE 1-4; **IAM**, indole-3-acetamide; **oxIAA**, 2-oxoindole-3-acetic acid; **DAO**, DIOXYGENASE FOR AUXIN DEGRADATION.

**FIGURE 4:**
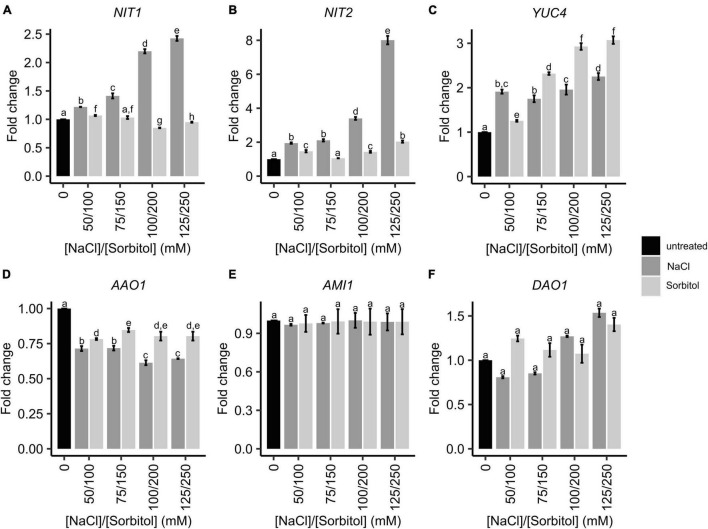
The expression of genes involved in IAA biosynthesis and degradation in Arabidopsis plants grown on NaCl and sorbitol. Arabidopsis Col-0 was germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl and sorbitol. Gene expression was determined by microarray analysis. IAA biosynthetic genes include: *NIT1* **(A)**, *NIT2* **(B)**, *YUC4* **(C)**, *AAO1* **(D)** and *AMI1* **(E)**. IAA degradative genes include *DAO1* **(F)**. The black bar represents the untreated control, dark grey bars represent NaCl treatments and light grey bars represent sorbitol treatments. All microarray results are shown as the mean fold change relative to the untreated control (0 mM). The average was calculated from three biological repeats. Error bars represent standard error. Different letters on the graphs indicate statistically significant differences (*p* ≤ 0.05) in mean fold change as determined by one way ANOVA followed by Fisher LSD post-hoc analysis. ***NIT2***: Nitrilase 2, ***NIT1***: Nitrilase 1, ***YUC4***: Flavin monooxygenase-like enzyme 4, ***AAO1***: Arabidopsis aldehyde oxidase 1, ***AMI1***: Indole-3-acetamide 1, ***DAO1***: Dioxygenase for Auxin degradation 1.

To determine whether changes in the expression of IAA biosynthetic genes are reflected by changes in IAA levels in plants grown under saline or osmotic stress conditions, LC-MS/MS analysis of IAA and its metabolites was performed. Whole seedlings were grown for two weeks in petri dishes containing ATS media (control) or ATS media supplemented with varying concentrations of NaCl (50, 75, 100, and 125 mM) or iso-osmolar concentrations of sorbitol (100, 150, 200, and 250 mM). This experimental set-up was identical to the microarray experiment. While IAA concentrations increased significantly in plants grown on both NaCl and sorbitol, the magnitude of the increase was significantly greater in plants grown on NaCl, with a maximum increase of 6.6-fold in 75 mM NaCl, whereas the maximum increase in any of the sorbitol treatments was 3.4-fold (Figure 5A). Interestingly, the concentration of IAA observed in plants grown on NaCl was not dose-dependent, with no significant increase observed from 50 to 125 mM NaCl. The concentrations of the IAA biosynthetic intermediates, indole-3-acetonitrile (IAN), indole-3-acetamide (IAM) and indole-3-pyruvic acid (IPyA), were higher in plants grown under saline conditions compared to the untreated controls (Figures 5B-D). The increase in IAM levels was modest and there was no significant difference in IAM levels in plants grown on NaCl compared to iso-osmolar sorbitol (Figure 5C). The levels of IPyA displayed a salt-specific and dose-dependent increase (Figure 5D). Notably, changes in IAN (the substrate for NIT2) levels in plants grown in NaCl and sorbitol mirror the observed changes in IAA (Figures 5A,B). The products of IAA oxidation and conjugation (oxIAA and IAA-Glu) were also analyzed to determine whether IAA is conjugated and/or degraded in plants grown on NaCl or sorbitol. The concentrations of these metabolites did not change significantly under any of the NaCl or sorbitol treatments compared to the untreated control (Figures 5E, F) which agrees with the *DAO1* gene expression results (Figure 4F). Auxin levels are much higher in plants grown under saline conditions compared to plants grown in osmotic stress. However, the increased expression of the auxin biosynthesis genes, *NIT1*, *NIT2*, and *YUC4* does not perfectly mimic the observed increases in auxin and the upstream metabolites, IAN and IPyA, suggesting that there may be additional posttranscriptional regulation of these (or other) enzymes to modulate auxin levels. Nevertheless, the strong salt-specific induction of *NIT2* could be responsible, at least in part, for the increased IAA concentrations observed in plants grown under saline conditions compared to those grown under osmotic stress.

**FIGURE 5:**
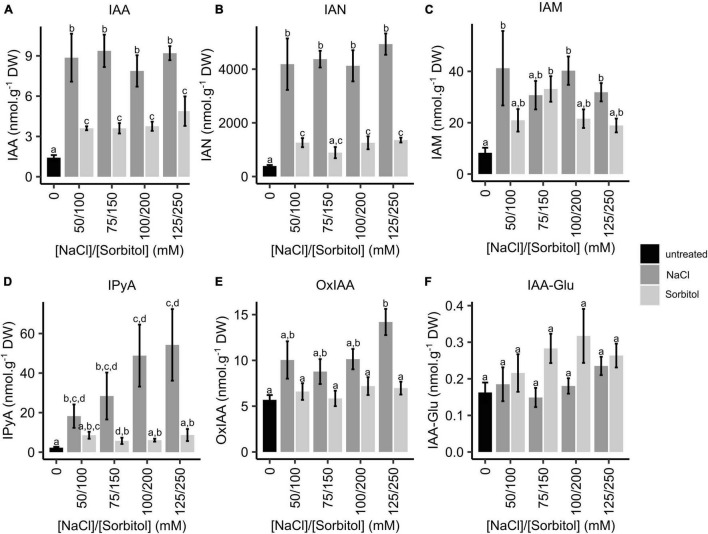
Quantification of IAA, IAA biosynthetic intermediates and IAA oxidation and conjugation products in Arabidopsis plants grown on NaCl and sorbitol. Arabidopsis Col-0 was germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl and sorbitol. LC-MS/MS was used to quantify IAA **(A)**, IAN **(B)**, IAM **(C)**, IPyA **(D)**, oxIAA **(E)** and IAA-Glu **(F)**. The black bar represents the untreated control, dark grey bars represent NaCl treatments and light grey bars represent sorbitol treatments. The results are the mean of five biological repeats. Error bars represent standard error. Different letters on the graphs indicate statistically significant differences (*p* ≤ 0.05) in metabolite concentration (nmol.g^–1^ DW) as determined by one way ANOVA followed by Fisher LSD post-hoc analysis. **IAA**: indole-3-acetic acid, **IAN**: indole-3-acetonitrile, **IAM**: indole-3-acetamide, **IPyA**: indole-3-pyruvic acid, **oxIAA**: oxidised IAA, **IAA-Glu**: glutamate irreversibly conjugated to IAA.

### Overexpression of *Nitrilase 2* Increases IAA Levels and Improves Salt Tolerance

To assess whether NIT2 is functionally important in plant growth under saline conditions, Arabidopsis lines with altered *NIT2* expression were analyzed to determine the contribution of NIT2 to IAA biosynthesis and the phenotype of plants grown under saline and osmotic stress conditions. Salt tolerance phenotyping was performed on two independent homozygous T-DNA mutant lines (*nit2-1* and *nit2-2*) which have reduced *NIT2* expression (Supplementary Figure 3) and no difference in salt tolerance was observed when compared to the Col-0 wildtype (Supplementary Figures 4A-D). Subsequently, a previously characterized (Lehmann et al., 2017) *nit2*-RNAi line which has knocked down expression of all three *NIT-1* family genes was phenotyped and again there was no observed difference in salt tolerance (Supplementary Figures 4E,F).

In parallel, a previously characterized *NIT2* overexpressing line (*35s:NIT2*; Normanly et al., 1997) was investigated for its function in plant growth under saline conditions. In untreated control conditions, the *35s:NIT2* line showed an increase in *NIT2* expression of more than 17 000-fold compared to the genetic background, No-0 (Supplementary Figure 5), confirming the genotype of this line. To determine whether overexpression of *NIT2* alters IAA levels *in planta*, LC-MS/MS analysis was performed on *35s:NIT2* and No-0 seedlings grown for two weeks in petri dishes containing ATS media (control) or ATS media supplemented with 100 mM NaCl. Surprisingly, the concentration of IAA in plants grown under control conditions did not differ between No-0 and *35s:NIT2* (Figure 6A). In contrast, in plants grown on 100 mM NaCl, the concentration of IAA increased significantly compared to control conditions for both plant lines but IAA levels were significantly greater in *35s:NIT2* plants grown on NaCl compared to No-0. Thus, *35s:NIT2* produces more IAA than the wild type, but only under saline conditions. To investigate why there was no increase in IAA in the *35s:NIT2* line (compared to No-0) in untreated control conditions, IAA-Asp, a product of IAA conjugation that targets IAA for degradation, was measured. In plants grown under control conditions the concentration of IAA-Asp was significantly greater in *35s:NIT2* plants compared to No-0 whereas there was no difference in IAA-Asp levels between No-0 and *35s:NIT2* grown in 100 mM NaCl (Figure 6B). This could indicate that excess IAA produced in the *35s:NIT2* overexpression line during growth in standard conditions is removed *via* degradation through IAA-Asp conjugation. While IAA-Asp levels are elevated in both *35s:NIT2* and No-0 plants grown under saline conditions, there is no significant difference in IAA-Asp between these lines. Since IAA levels are elevated in the *35s:NIT2* line under saline conditions (compared to No-0) this suggests that the excess IAA produced by the *35s:NIT2* line during growth in saline conditions is beneficial and thus does not require additional degradation as seen in the untreated control conditions.

**FIGURE 6:**
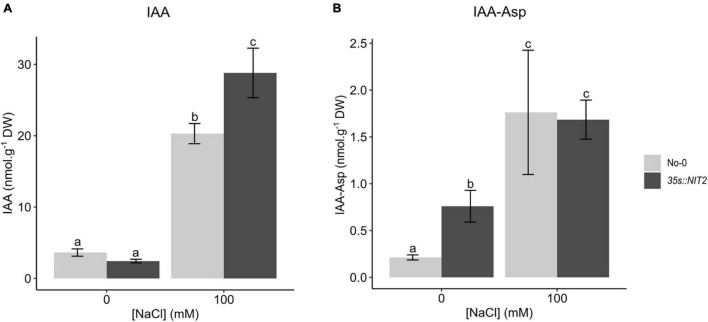
Quantification of IAA and IAA-Asp in No-0 and *35s:NIT2* plants grown on NaCl. No-0 (wildtype) and *35s:NIT2* were germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with 100 mM NaCl. IAA (**A**) and IAA-Asp (**B**) were quantified by LC-MS/MS. The light gray bars represent No-0 and dark gray bars represent *35s:NIT2*. The results are the mean of five biological repeats. Error bars represent standard error. Different letters on the graph indicate statistically significant differences (*p* ≤ 0.05) in metabolite concentration (nmol.g^–1^ DW) as determined by one way ANOVA followed by Fisher LSD *post hoc* analysis.

To determine whether *NIT2* overexpression impacts salt tolerance, the survival and growth (mass per plant) of *35s:NIT2* and No-0 were compared after two weeks growth on untreated control media or media supplemented with varying concentrations of NaCl or iso-osmolar sorbitol. The survival of *35s:NIT2* was significantly greater than No-0 in all NaCl and sorbitol treatments (Figures 7A,C), with the survival of the *35s:NIT2* plant line only decreasing (compared to the ATS control) in the highest NaCl and sorbitol concentrations (100 mM and 125 mM NaCl and 250 mM sorbitol). Salt treatment significantly reduced the growth of both plant lines but the average mass per plant for the *35s:NIT2* line was significantly greater than No-0 when plants were grown on 75, 100, and 125 mM NaCl (Figures 7B,C). Growth was significantly inhibited by all sorbitol treatments compared to the untreated control in both the wild type and *NIT2* overexpression line, with no differences observed between the mass per plant for both plant lines at any sorbitol concentration. Overall, growth of the *NIT2* overexpression line was less inhibited by NaCl compared to No-0 but was not different from No-0 in its response to sorbitol. To investigate whether the improved growth of the *35s:NIT2* line under saline conditions is the result of an improved ability to tolerate ionic stress, Na^+^ and K^+^ content was measured in the root and shoot tissue of *35s:NIT2* and No-0 plants grown under untreated control and saline conditions. Notably, the *35s:NIT2* line was better able to prevent Na^+^ ions from accumulating in the sensitive shoot tissue under saline conditions, compared to No-0 (Supplementary figure 6A). Furthermore, the *35s:NIT2* line was better able to prevent detrimental K^+^ loss from the root under saline conditions, compared to No-0 (Supplementary Figure 6B). This culminated in the *35s:NIT2* line having an improved (lower) Na:K ratio in both the root and the shoot tissue of plants grown under saline conditions, compared to No-0 (Figure 7D). Thus, the *NIT2* overexpression line has higher IAA levels and improved growth, specifically in NaCl, suggesting that NIT2 could be functionally important for producing auxin and maintaining ion homeostasis and growth under saline conditions, and plant salt tolerance.

**FIGURE 7:**
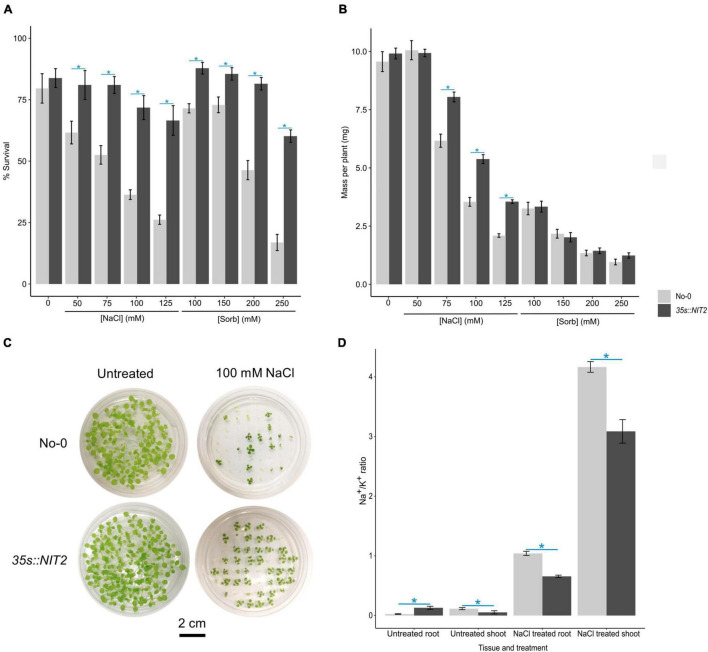
Functional characterization of the Arabidopsis *NIT2* overexpression line grown on NaCl and sorbitol. For **(A**-**C)**, No-0 (wildtype) and *35s:NIT2* were germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl and sorbitol (Sorb) and survival and plant growth (mass per plant) determined. The results are an average of three independent experiments. **(A):** The average% survival of No-0 and *35s:NIT2* in untreated, NaCl treated or sorbitol treated conditions. **(B):** The average mass per plant of No-0 and *35s:NIT2* in untreated, NaCl treated or sorbitol treated conditions. **(C):** A photograph of No-0 and *35s:NIT2* after two weeks growth on petri dishes containing ATS media and ATS supplemented with 100 mM NaCl. For **(D),** No-0 and 35s:*NIT2* were grown hydroponically for three weeks on 1/4 strength ATS media then transferred onto 1/4 strength ATS media supplemented with 0 mM or 75 mM NaCl and grown for one additional week. The Na^+^ and K^+^ content in untreated and NaCl treated shoot and root tissue was determined *via* ICP-OES analysis and the Na^+^/K^+^ ratio calculated. The results are the mean of six biological repeats. For all figures, the light gray bars represent No-0 and dark gray bars represent *35s:NIT2*. Error bars represent standard error. A star indicates a statistically significant difference in mean between No-0 and 35s:*NIT2* in that treatment/tissue. Significance was determined by independent t-tests with a corrected *p*-value ≤ 0.05 considered significant. The Bonferroni method was used to correct *p*-values for multiple testing.

## Discussion

Previous salt transcriptome experiments have not succeeded in identifying salt tolerance genes that have been manipulated to develop transgenic salt tolerant crops. In such experiments, plants were typically shock treated with high concentrations of NaCl for short periods of time that did not allow Na^+^ and Cl^–^ ions to accumulate to toxic levels. Thus, genes identified in these experiments were most likely osmotic stress genes (Shavrukov, 2013). Manipulation of such osmotic stress genes may improve salt tolerance but could interfere with the plant response to other stresses, since osmotic stress is also caused by drought, low temperature, and pathogens. The limited successes that have been realized in the development of salt tolerant crops have come about through manipulation of Na^+^ transporters that are salt-specific (Munns et al., 2012). For future food security, the development of salt tolerant crops, with enhanced productivity on increasingly saline soils, requires the identification of salt-specific genes.

Our experimental design allowed us to differentiate between the osmotic and ionic components of salinity stress and identify salt-specific genes (Figure 2). The osmotic gene list was enriched in GO terms and genes that are well known to be important for the plant response to osmotic stress, including “response to water deprivation” and “response to ABA.” However, the GO term “response to salt stress”’ was enriched in the osmotic gene list rather than the salt-specific gene list, supporting the argument of Shavrukov (2013) that previous salt transcriptome experiments have identified osmotic stress genes rather than salt-specific genes (Tables 1, 2). In our salt-specific gene list we identified genes known to be involved in ion-dependent mechanisms of salt tolerance, for example *SOS1* and *NHX3* (Supplementary Table 1), validating our experimental design. Unexpectedly, the salt-specific gene list was enriched in the GO term “response to auxin.” This suggests that auxin modulates salt-specific adaptations to salinity stress whereas other hormones are required for plants to cope with the osmotic component of salinity stress (Table 1). This was surprising as it is often the case that hormones act together, whether agonistically or antagonistically, to control the balance between growth and stress responses (Ryu and Cho, 2015; Verma et al., 2016; Berens et al., 2017; Ku et al., 2018; Yang et al., 2019). The salt-specific genes associated with the GO term “response to auxin” are known to be rapidly induced in response to auxin (Table 3). Thus, we investigated auxin levels in plants grown under saline and osmotic stress conditions and found that IAA concentrations are elevated in plants grown on NaCl to a greater degree than in plants grown on iso-osmolar concentrations of sorbitol (Figure 5).

Several other studies have analyzed IAA modulation of plant growth in response to NaCl by measuring the effects of exogenous IAA application (Iqbal and Ashraf, 2007; Jung and Park, 2011; Naser and Shani, 2016), altering IAA-related gene expression (Jiang and Deyholos, 2006; Iglesias et al., 2014), directly measuring IAA concentrations (Prakash and Prathapasenan, 1990; Liu et al., 2015; Prerostova et al., 2017; Pavlović et al., 2018) and indirectly analyzing IAA concentration and localization through reporter lines (Wang et al. 2009; 2019; Zolla et al., 2010). However, these studies have been performed in different plant species and have produced contradictory or inconsistent results, with some indicating increases in IAA concentrations and/or signaling during growth in saline environments (Jiang and Deyholos, 2006; Iqbal and Ashraf, 2007; Iglesias et al., 2014; Pavlović et al., 2018; Wang et al., 2019) whilst others reported the opposite (Prakash and Prathapasenan, 1990; Jung and Park, 2011; Liu et al., 2015; Prerostova et al., 2017). Here we used LC-MS/MS, a precise method of metabolite quantification, to measure IAA and IAA metabolite levels in Arabidopsis plants (Novák et al., 2012). Not only did we find that IAA levels are elevated in plants grown under saline conditions, but the concentrations of the upstream intermediates, IAN, IAM and IPyA, were also higher in plants grown in NaCl compared to plants grown in iso-osmolar sorbitol (Figure 5). This indicates that IAA levels are most likely increased through enhanced IAA biosynthesis rather than through changes in IAA conjugation, degradation, or localization, which agrees with the expression data for the IAA biosynthesis genes (Figure 4).

We note that IAA levels are also elevated in plants grown under osmotic stress conditions, as are some of the upstream intermediates and the expression of IAA biosynthesis genes (Figures 4, 5). Nevertheless, there is clearly an additional salt-specific contribution to auxin biosynthesis to elevate auxin levels above those seen in plants grown under osmotic stress. We would argue that this contribution is made by increased auxin biosynthesis *via* NIT2 as this gene is strongly and specifically induced in plants grown under saline conditions (Figure 4 and Supplementary Figure 2) and IAN (the substrate of NIT2) levels closely mirror those of IAA (Figures 5A,B). There has been some dispute in the literature as to whether NIT2 does play a role in auxin biosynthesis, with a report that IAN was not the preferred substrate for NIT2 in recombinant protein assays (Vorwerk et al., 2001). However, several *in planta* studies have provided evidence that NIT2 does synthesize auxin from IAN (Bartling et al., 1992; Normanly et al., 1997; Grsic et al., 1998; Lehmann et al., 2017).

The fact that the increase in *NIT2* expression is NaCl dose-dependent (Figure 4) while IAN and IAA levels are not (Figure 5), points to a more complicated regulation of *NIT2*, potentially at the level of the protein *via* posttranslational modification (PTM). This might explain why the recombinant protein did not show IAN hydrolyzing activity in the *in vitro* assays (Vorwerk et al., 2001) and why constitutive *NIT2* overexpression (Supplementary Figure 5) does not lead to constitutively higher IAA levels under the standard growth conditions used in our study (Figure 6). Indeed, there is evidence that other plant Nitrilases are regulated at the level of PTM. The Nitrilase gene family in Arabidopsis contains *NIT4* and the *NIT1* subfamily, made up of *NIT1*, *NIT2* and *NIT3*, which have high sequence similarity and redundant functions in IAA biosynthesis (Bartling et al., 1992; Bartel and Fink, 1995; Schmidt et al., 1996; Normanly et al., 1997; Vorwerk et al., 2001; Jenrich et al., 2007; Lehmann et al., 2017). The NIT1 and NIT4 proteins have been proposed to undergo PTMs to modulate their activity (Piotrowski et al., 2001; Cutler and Somerville, 2005; Lehmann et al., 2017) and a recent study reported that plant nitrilase substrate specificity is affected by the proteins’ helical twist which is modulated post-translationally (Woodward et al., 2018). Additionally, Lehmann et al. (2017), in their characterization of *NIT1* during auxin-mediated root growth, suggested the need for PTM of NIT1 to alter substrate affinity in a tissue specific manner. NIT1 has been shown to undergo spontaneous *S*-Glutathionylation, a stress-induced, redox-sensitive and reversible modification of cysteine residues which directly regulates protein activity by altering the conformation of the active site (Dixon et al., 2005). However, it is still unclear whether this modification increases or decreases NIT1 enzyme activity. Lastly, a GFP-NIT1 fusion protein displayed rapid aggregation in response to wounding and herbicide-induced cell death in Arabidopsis (Cutler and Somerville, 2005). Although not tested, NIT1 aggregation could modulate protein activity in response to stress. It is conceivable that similar modifications to the NIT2 protein under saline conditions could be important for substrate binding and enzyme activity.

The *NIT2* overexpression line (*35s:NIT2*, previously described by Normanly et al., 1997) did not have elevated IAA levels when grown under our standard conditions, however, it did have higher IAA levels compared to its genetic background (No-0) when grown under saline conditions (Figure 6A). While this could be because stress-inducible PTMs are required for activity, as suggested above, another reason could be altered IAA degradation which was observed in the *35s:NIT2* line. Specifically, *35s:NIT2* plants have increased IAA-Asp levels compared to the wildtype in untreated control conditions, but not in the presence of 100 mM NaCl (Figure 6B). The irreversible conjugation of Aspartic acid (Asp) to IAA tags it for oxidation and subsequent catabolism, and IAA-Asp conjugates are known to be involved in detoxification of excess IAA (Bajguz and Piotrowska, 2009). Thus, increased IAA detoxification may be needed in the *35s:NIT2* plants during growth in control conditions, but the increased IAA levels in saline environments may be beneficial and thus extra conjugation is no longer necessary. Unfortunately, we were unable to detect IAA-Asp in the Col-0 data (Figure 5). IAA-Asp is an extremely labile metabolite which is often difficult to measure (Novak et al., 2014).

As the *NIT2* overexpression line had increased IAA levels under saline conditions, we used a phenotypic approach to assess whether this was functionally important. It was somewhat perplexing that we did not observe altered salt tolerance in the two independent *nit2* T-DNA mutant lines (*nit2-1* and *nit2-2*) which have reduced *NIT2* expression (Supplementary Figures 3, 4), nor in the *nit2-*RNAi mutant line which has knocked down expression of all three *NIT-1* family genes (Lehmann et al., 2017) (Supplementary Figure 3, 4). While this may be due to compensation from alternative TD IAA biosynthetic pathways, it does suggest that NIT2 is not necessary for salt tolerance in wildtype Arabidopsis. Importantly, however, we showed that the *35s:NIT2* line, which has elevated IAA levels under saline conditions (Figure 6), also has improved survival and growth under saline conditions (Figures 7A-C). The fact that overexpression of *NIT2* did not improve plant growth under osmotic stress conditions further corroborates that *NIT2* is a salt-specific gene that does not compromise the plant response to osmotic stress (Figure 7B). Such a gene is an ideal candidate for improving plant growth under saline conditions and thereby improving plant salt tolerance.

Overexpression of *NIT2* and elevated IAA levels could sustain plant growth under saline conditions *via* auxin-mediated acid growth [reviewed by Arsuffi and Braybrook (2018)]. To explain this briefly; IAA induced signaling results in the accumulation of several SAUR proteins (Hagen and Guilfoyle, 2002), which in turn activate the plasma membrane (PM) H^+^-ATPase pump. This increased proton efflux results in apoplast acidification which activates enzymes involved in cell wall loosening and provides proton motive force to increase solute and water uptake which drives cell expansion and growth (Spartz et al., 2014). Not only would the enhanced cell expansion have a diluting effect on Na^+^ ions accumulated in the cytoplasm, but increased PM H^+^-ATPase activity would improve ion homeostasis and plant salt tolerance. For example, increased PM H^+^-ATPase activity would prevent membrane depolarization under saline conditions which, in turn, would prevent loss of crucial K^+^ and provide added driving force for high affinity K^+^ uptake, *via* KT/HAK/KUP transporters, and active Na^+^ extrusion, *via* Na^+^ antiporters such as SOS1 (Falhof et al., 2016; de Souza Miranda et al., 2017). Notably, we showed that under saline conditions the *35s:NIT2* line is better able to retain K^+^ in the root and prevent Na^+^ from accumulating in the shoot, thus maintaining a better Na:K ratio (Figure 7D and Supplementary Figure 6), supporting that the *35s:NIT2* line could have altered PM H^+^-ATPase activity. Several studies have already reported that constitutive activation of the PM H^+^-ATPase confers increased salt tolerance (Gévaudant et al., 2007; Janicka-Russak et al., 2013; Wang et al., 2013; Bose et al., 2015). Further work in this area should provide valuable mechanistic insights into how IAA modulates growth in saline conditions and improves salt tolerance.

To summarize, our work differentiates osmotic stress genes from salt-specific genes in Arabidopsis. A subset of salt-specific genes are auxin-responsive suggesting a function for auxin during plant growth in physiologically relevant saline conditions. We report elevated IAA levels in plants grown under saline conditions. Additionally, we identified an auxin biosynthetic gene, *NIT2*, which is specifically induced under saline conditions; and, when overexpressed, resulted in elevated IAA levels and improved growth specifically under saline conditions. Moreover, we provided evidence that NIT2 improves ionic stress tolerance and thus is a salt-specific gene. Salt-specific phenotypic improvement is a desirable trait for engineering plants with improved salt tolerance. Future work to understand how auxin improves plant growth under saline conditions and salt tolerance will allow us to apply these findings to crops.

## Data Availability Statement

The original contributions presented in the study are publicly available. These data can be found here: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE193762.

## Author Contributions

LC performed the majority of the experimental work. CC and SM analyzed the data. PF performed the ion accumulation experiments. AP and ON performed the auxin metabolomics. CG and LD conceived the project. LC, RI, and LD drafted the manuscript. All authors contributed to editing the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

## References

[B1] AbogadallahG. M. (2010). Sensitivity of *Trifolium alexandrinum* L. to salt stress is related to the lack of long-term stress-induced gene expression. *Plant Sci.* 178 491–500. 10.1016/j.plantsci.2010.03.008

[B2] AhmadM. S. A.JavedF.AshrafM. (2007). Iso-osmotic effect of NaCl and PEG on growth, cations and free proline accumulation in callus tissue of two indica rice (*Oryza sativa* L.) genotypes. *Plant Growth Regul.* 53 53–63. 10.1007/s10725-007-9204-0

[B3] AlarcónM. V.SalgueroJ.LloretP. G. (2019). Auxin modulated initiation of lateral roots is linked to pericycle cell length in Maize. *Front. Plant Sci.* 10:11. 10.3389/fpls.2019.00011 30733725PMC6354204

[B4] AlexaA.RahnenführerJ.LengauerT. (2006). Improved scoring of functional groups from gene expression data by decorrelating GO graph structure. *Bioinformatics* 22 1600–1607. 10.1093/bioinformatics/btl140 16606683

[B5] ArsuffiG.BraybrookS. A. (2018). Acid growth: an ongoing trip. *J. Exp. Bot.* 69 137–146. 10.1093/jxb/erx390 29211894

[B6] AssahaD. V. M.UedaA.SaneokaH.Al-YahyaiR.YaishM. W. (2017). The role of Na+ and K+ transporters in salt stress adaptation in glycophytes. *Front. Physiol.* 8:509. 10.3389/fphys.2017.00509 28769821PMC5513949

[B7] BajguzA.PiotrowskaA. (2009). Conjugates of auxin and cytokinin. *Phytochemistry* 70 957–969. 10.1016/j.phytochem.2009.05.006 19524990

[B8] BartelB.FinkG. R. (1995). ILR1, an amidohydrolase that releases active indole-3-acetic acid from conjugates. *Science* 268 1745–1748. 10.1126/science.7792599 7792599

[B9] BartlingD.SeedorfM.MithoferA.WeilerE. W. (1992). Cloning and expression of an *Arabidopsis nitrilase* which can convert indole-3-acetonitrile to the plant hormone, indole-3acetic acid. *Eur. J. Biochem.* 205 417–424. 10.1152/ajplung.1992.263.1.1-a1555601

[B10] BassilE.ZhangS.GongH.TajimaH.BlumwaldE. (2019). Cation specificity of vacuolar NHX-type cation/H + Antiporters 1[OPEN]. *Plant Physiol.* 179 616–629. 10.1104/pp.18.01103 30498025PMC6426403

[B11] BenjaminiY.HochbergY. (1995). Controlling the false discovery rate - A practical and powerful approach to multiple testing. *J. R. Stat. Soc.* 1 289–300. 10.2307/2346101

[B12] BerensM. L.BerryH. M.MineA.ArguesoC. T.TsudaK. (2017). Evolution of hormone signaling networks in plant defense. *Annu. Rev. Phytopathol.* 55 401–425. 10.1146/annurev-phyto-080516-035544 28645231

[B13] BhattD.NathM.SharmaM.BhattM. D.BishtD. S.ButaniN. V. (2020). “Role of growth regulators and phytohormones in overcoming environmental stress,” in *Protective Chemical Agents in the Amelioration of Plant Abiotic Stress*, eds RoychoudhuryA.TripathiD. K. (Hoboken, NJ: John Wiley & Sons Ltd). 10.1002/9781119552154.ch11

[B14] BoseJ.Rodrigo-MorenoA.LaiD.XieY.ShenW.ShabalaS. (2015). Rapid regulation of the plasma membrane H+-ATPase activity is essential to salinity tolerance in two halophyte species, Atriplex lentiformis and *Chenopodium quinoa*. *Ann. Bot.* 115 481–494. 10.1093/aob/mcu219 25471095PMC4332608

[B15] Calderon-VillalobosL. I.TanX.ZhengN.EstelleM. (2010). Auxin perception — structural insights. *Cold Spring Harb. Perspect. Biol.* 2:a005546. 10.1101/cshperspect.a005546 20504967PMC2890193

[B16] CaoX.YangH.ShangC.MaS.LiuL.ChengJ. (2019). The roles of auxin biosynthesis YUCCA gene family in plants. *Int. J. Mol. Sci.* 20:6343. 10.3390/ijms20246343 31888214PMC6941117

[B17] CarilloP.AnnunziataM. G.PontecorvoG.FuggiA.WoodrowP. (2011). “Salinity stress and salt tolerance,” in *Abiotic Stress in Plants- Mechanisms and Adaptations*, eds ShankerA.VenkateswaraluB. (Rijeka: In Tech).

[B18] ChoiW. G.ToyotaM.KimS. H.HillearyR.GilroyS. (2014). Salt stress-induced Ca2+ waves are associated with rapid, long-distance root-to-shoot signaling in plants. *Proc. Natl. Acad. Sci. U.S.A.* 111 6497–6502. 10.1073/pnas.1319955111 24706854PMC4035928

[B19] CutlerS. R.SomervilleC. R. (2005). Imaging plant cell death: GFP-Nit1 aggregation marks an early step of wound and herbicide induced cell death. *BMC Plant Biol.* 5:4. 10.1186/1471-2229-5-4 15796778PMC1087855

[B20] de Souza MirandaR.MesquitaR. O.CostaJ. H.Alvarez-PizarroJ. C.PriscoJ. T.Gomes-FilhoE. (2017). Integrative control between proton pumps and SOS1 antiporters in roots is crucial for maintaining low Na+ accumulation and salt tolerance in ammonium-supplied *Sorghum bicolor*. *Plant Cell Physiol.* 58 522–536. 10.1093/pcp/pcw231 28158828

[B21] DixonD. P.SkipseyM.GrundyN. M.EdwardsR. (2005). Stress-induced protein S-glutathionylation in arabidopsis. *Plant Physiol.* 138 2233–2244. 10.1104/pp.104.058917 16055689PMC1183410

[B22] DonaldsonL.LudidiN.KnightM. R.GehringC.DenbyK. (2004). Salt and osmotic stress cause rapid increases in *Arabidopsis thaliana* cGMP levels. *FEBS Lett.* 569 317–320. 10.1016/j.febslet.2004.06.016 15225654

[B23] DuanL.DietrichD.NgH.YeenM.BhaleraoR.BennettM. J. (2013). Endodermal ABA signaling promotes lateral root quiescence during salt stress in Arabidopsis seedlings. *Plant Cell* 25 324–341. 10.1105/tpc.112.107227 23341337PMC3584545

[B24] FalhofJ.PedersenJ. T.FuglsangA. T.PalmgrenM. (2016). Plasma Membrane H + -ATPase regulation in the center of plant physiology. *Mol. Plant* 9 323–337. 10.1016/j.molp.2015.11.002 26584714

[B25] FAO, IFAD, UNICEF, WFP, and WHO (2018). *The State of Food Security and Nutrition in the World 2018. Building Climate Resilience for Food Security and Nutrition*. Rome: FAO.

[B26] FengW.LindnerH.RobbinsN. E.DinnenyJ. R. (2016). Growing out of stress: the role of cell- and organ-scale growth control in plant water-stress responses. *Plant Cell* 28 1769–1782. 10.1105/tpc.16.00182 27503468PMC5006702

[B27] FuY.YangY.ChenS.NingN.HuH. (2019). Arabidopsis IAR4 modulates primary root growth under salt stress through ROS-mediated modulation of auxin distribution. *Front. Plant Sci.* 10:522. 10.3389/fpls.2019.00522 31105724PMC6494962

[B28] Galvan-AmpudiaC. S.JulkowskaM. M.DarwishE.GandulloJ.KorverR. A.BrunoudG. (2013). Halotropism is a response of plant roots to avoid a saline environment. *Curr. Biol.* 23 2044–2050. 10.1016/j.cub.2013.08.042 24094855

[B29] GévaudantF.DubyG.Von StedingkE.ZhaoR.MorsommeP.BoutryM. (2007). Expression of a constitutively activated plasma membrane H +-ATPase alters plant development and increases salt tolerance. *Plant Physiol.* 144 1763–1776. 10.1104/pp.107.103762 17600134PMC1949876

[B30] GoyalE.AmitS. K.SinghR. S.MahatoA. K.ChandS.KanikaK. (2016). Transcriptome profiling of the salt-stress response in *Triticum aestivum* cv. Kharchia Local. *Sci. Rep.* 6:27752. 10.1038/srep27752 27293111PMC4904219

[B31] GrayW. M. (2004). Hormonal regulation of plant growth and development. *PLoS Biol.* 2:e311. 10.1371/journal.pbio.0020311 15367944PMC516799

[B32] GrsicS.SauerteigS.NeuhausK.AlbrechtM.RossiterJ.Ludwig-MullerJ. (1998). Physiological analysis of transgenic *Arabidopsis thaliana* plants expressing one nitrilase isoform in sense or antisense direction. *J. Plant Physiol.* 153 446–456. 10.1016/S0176-1617(98)80173-9

[B33] HagenG.GuilfoyleT. (2002). Auxin-responsive gene expression?: genes, promoters and regulatory factors. *Plant Mol. Biol.* 49 373–385.12036261

[B34] HaughG. W.SommervilleC. (1986). Sulfonylurea-resistant mutants of *Arabidopsis thaliana*. *Mol. Gen. Genet.* 204 430–434.

[B35] HongS. M.BahnS. C.LyuA.JungH. S.AhnJ. H. (2010). Identification and testing of superior reference genes for a starting pool of transcript normalization in Arabidopsis. *Plant Cell Physiol.* 51 1694–1706. 10.1093/pcp/pcq128 20798276

[B36] HoweE.HoltonK.NairS.SchlauchD.SinhaR.QuackenbushJ. (2010). “MeV: multiexperiment viewer,” in *Biomedical Informatics for Cancer Research*, Vol. 15 eds OchsM.CasagrandeJ.DavuluriR. (Boston, MA: Springer), 267–277. 10.1007/978-1-4419-5714-6

[B37] IglesiasM. J.TerrileM. C.WindelsD.LombardoM. C.BartoliC. G.VazquezF. (2014). MiR393 regulation of auxin signaling and redox-related components during acclimation to salinity in Arabidopsis. *PLoS One* 9:e107678. 10.1371/journal.pone.0107678 25222737PMC4164656

[B38] IqbalM.AshrafM. (2007). Seed treatment with auxins modulates growth and ion partitioning in salt - stressed wheat plants seed treatment with auxins modulates growth and ion partitioning in salt-stressed wheat plants. *J. Integr. Plant Biol.* 49 1003–1015. 10.1111/j.1672-9072.2007.00488.x

[B39] IsayenkovS. V.MaathuisF. J. M. (2019). Plant salinity stress: many unanswered questions remain. *Front. Plant Sci.* 10:80. 10.3389/fpls.2019.00080 30828339PMC6384275

[B40] IvanchenkoM. G.Napsucialy-MendivilS.DubrovskyJ. G. (2010). Auxin-induced inhibition of lateral root initiation contributes to root system shaping in *Arabidopsis thaliana*. *Plant J.* 64 740–752. 10.1111/j.1365-313X.2010.04365.x 21105922

[B41] IvushkinK.BartholomeusH.BregtA. K.PulatovA.KempenB.de SousaL. (2019). Global mapping of soil salinity change. *Remote Sens. Environ.* 231:111260. 10.1016/j.rse.2019.111260

[B42] Janicka-RussakM.KabałaK.WdowikowskaA.KłobusG. (2013). Modification of plasma membrane proton pumps in cucumber roots as an adaptation mechanism to salt stress. *J. Plant Physiol.* 170 915–922. 10.1016/j.jplph.2013.02.002 23499455

[B43] JenrichR.TrompetterI.BakS.OlsenC. E.MollerB. L.PiotrowskiM. (2007). Evolution of heteromeric nitrilase complexes in Poaceae with new functions in nitrile metabolism. *Proc. Natl. Acad. Sci. U.S.A.* 104 18848–18853. 10.1073/pnas.0709315104 18003897PMC2141865

[B44] JiH.PardoJ. M.BatelliG.Van OostenM. J.BressanR. A.LiX. (2013). The salt overly sensitive (SOS) pathway: established and emerging roles. *Mol. Plant* 6 275–286. 10.1093/mp/sst017 23355543

[B45] JiangY.DeyholosM. K. (2006). Comprehensive transcriptional profiling of NaCl-stressed Arabidopsis roots reveals novel classes of responsive genes. *BMC Plant Biol.* 6:25. 10.1186/1471-2229-6-25 17038189PMC1621065

[B46] JulkowskaM. M.TesterinkC. (2015). Tuning plant signaling and growth to survive salt. *Trends Plant Sci.* 20 586–594. 10.1016/j.tplants.2015.06.008 26205171

[B47] JulkowskaM. M.HoefslootH. C. J.MolS.FeronR.de BoerG. J.HaringM. A. (2014). Capturing Arabidopsis root architecture dynamics with ROOT - FIT reveals diversity in responses to salinity. *Plant Physiol.* 166 1387–1402. 10.1104/pp.114.248963 25271266PMC4226346

[B48] JungJ.-H.ParkC.-M. (2011). Auxin modulation of salt stress signaling in Arabidopsis seed germination. *Plant Signal. Behav.* 6 1198–1200. 10.4161/psb.6.8.15792 21757997PMC3260721

[B49] KasaharaH. (2016). Current aspects of auxin biosynthesis in plants. *Biosci. Biotechnol. Biochem.* 80 34–42. 10.1080/09168451.2015.1086259 26364770

[B50] KlepekY. S.VolkeM.KonradK. R.WippelK.HothS.HedrichR. (2010). *Arabidopsis thaliana* POLYOL/MONOSACCHARIDE TRANSPORTERS 1 and 2: fructose and xylitol/H+ symporters in pollen and young xylem cells. *J. Exp. Bot.* 61 537–550. 10.1093/jxb/erp322 19969532PMC2803217

[B51] KoevoetsI. T.VenemaJ. H.ElzengaJ. T. M.TesterinkC. (2016). Roots withstanding their environment: exploiting root system architecture responses to abiotic stress to improve crop tolerance. *Front. Plant Sci.* 7:1335. 10.3389/fpls.2016.01335 27630659PMC5005332

[B52] KorverR. A.KoevoetsI. T.TesterinkC. (2018). Out of Shape during stress: a key role for auxin. *Trends Plant Sci.* 23 783–793. 10.1016/j.tplants.2018.05.011 29914722PMC6121082

[B53] KuY.-S.SintahaM.CheungM.-Y.LamH.-M. (2018). Plant hormone signaling crosstalks between biotic and abiotic stress responses. *Int. J. Mol. Sci.* 19:3206. 10.3390/ijms19103206 30336563PMC6214094

[B54] LehmannT.JanowitzT.Sánchez-ParraB.AlonsoM.-M. P.TrompetterI.PiotrowskiM. (2017). Arabidopsis NITRILASE 1 Contributes to the regulation of root growth and development through modulation of auxin biosynthesis in seedlings. *Front. Plant Sci.* 8:36. 10.3389/fpls.2017.00036 28174581PMC5258727

[B55] LiX.LiM.ZhouB.YangY.WeiQ.ZhangJ. (2019). Transcriptome analysis provides insights into the stress response crosstalk in apple (*Malus × domestica*) subjected to drought, cold and high salinity. *Sci. Rep.* 9:9071. 10.1038/s41598-019-45266-0 31227734PMC6588687

[B56] LiuW.LiR.-J.HanT.-T.CaiW.FuZ.-W.LuY.-T. (2015). Salt Stress reduces root meristem size by nitric oxide-mediated modulation of auxin accumulation and signaling in Arabidopsis. *Plant Physiol.* 168 343–356. 10.1104/pp.15.00030 25818700PMC4424022

[B57] LiuY.JiX.ZhengL.NieX.WangY. (2013). Microarray analysis of transcriptional responses to abscisic acid and salt stress in *Arabidopsis thaliana*. *Int. J. Mol. Sci.* 14 9979–9998. 10.3390/ijms14059979 23665901PMC3676824

[B58] LjungK. (2013). Auxin metabolism and homeostasis during plant development. *Development* 140 943–950. 10.1242/dev.086363 23404103

[B59] MannH. B.WhitneyD. R. (1947). On a test of whether one of two random variables is stochastically larger than the other. *Ann. Math. Stat.* 18 50–60. 10.1214/aoms/1177730491

[B60] MortonM. J. L.AwliaM.Al-TamimiN.SaadeS.PaillesY.NegrãoS. (2019). Salt stress under the scalpel – dissecting the genetics of salt tolerance. *Plant J.* 97 148–163. 10.1111/tpj.14189 30548719PMC6850516

[B61] MunnsR. (2002). Comparative physiology of salt and water stress. *Plant Cell Environ.* 25 239–250. 10.1046/j.0016-8025.2001.00808.x 11841667

[B62] MunnsR.TesterM. (2008). Mechanisms of salinity tolerance. *Annu. Rev. Plant Biol.* 59 651–681. 10.1146/annurev.arplant.59.032607.092911 18444910

[B63] MunnsR.JamesR. A.XuB.AthmanA.ConnS. J.JordansC. (2012). Wheat grain yield on saline soils is improved by an ancestral Na^+^ transporter gene. *Nat. Biotechnol.* 30 360–364. 10.1038/nbt.2120 22407351

[B64] NaserV.ShaniE. (2016). Auxin response under osmotic stress. *Plant Mol. Biol.* 91 661–672. 10.1007/s11103-016-0476-5 27052306

[B65] NegrãoS.SchmöckelS. M.TesterM. (2017). Evaluating physiological responses of plants to salinity stress. *Ann. Bot.* 119 1–11. 10.1093/aob/mcw191 27707746PMC5218372

[B66] NormanlyJ.GrisafiP.FinkG. R.BarteldB. (1997). Arabidopsis mutants resistant to the auxin effects of indole-3-acetonitrile are defective in the nitrilase encoded by the NITI Gene Col-0. *Plant Cell* 9 1781–1790. 10.1105/tpc.9.10.1781 9368415PMC157021

[B67] NovákO.HénykováE.SairanenI.KowalczykM.PospíšilT.LjungK. (2012). Tissue-specific profiling of the *Arabidopsis thaliana* auxin metabolome. *Plant J.* 72 523–536. 10.1111/j.1365-313X.2012.05085.x 22725617

[B68] NovakS. D.LunaL. J.GamageR. N. (2014). Role of auxin in orchid development. *Plant Signal. Behav.* 9:e972277. 10.4161/psb.32169 25482818PMC4622584

[B69] OvervoordeP.FukakiH.BeeckmanT. (2010). Auxin control of root development. *Cold Spring Harb. Perspect. Biol.* 2:a001537. 10.1101/cshperspect.a001537 20516130PMC2869515

[B70] PavlovićI.PěnčíkA.NovákO.VujčićV.Radić BrkanacS.LepedušH. (2018). Short-term salt stress in *Brassica rapa* seedlings causes alterations in auxin metabolism. *Plant Physiol. Biochem.* 125 74–84. 10.1016/j.plaphy.2018.01.026 29427890

[B71] PiotrowskiM.SchönfelderS.WeilerE. W. (2001). The *Arabidopsis thaliana* Isogene NIT4 and Its orthologs in tobacco encode ??-Cyano-L-alanine Hydratase/Nitrilase. *J. Biol. Chem.* 276 2616–2621. 10.1074/jbc.M007890200 11060302

[B72] PrakashL.PrathapasenanG. (1990). NaCl-and gibberellic acid-induced changes in the content of auxin and the activities of cellulase and pectin lyase during leaf growth in rice (*Oryza sativa*). *Ann. Bot.* 65 251–257.

[B73] PrerostovaS.DobrevP. I.GaudinovaA.HosekP.SoudekP.KnirschV. (2017). Hormonal dynamics during salt stress responses of salt-sensitive *Arabidopsis thaliana* and salt-tolerant *Thellungiella salsuginea*. *Plant Sci.* 264 188–198. 10.1016/j.plantsci.2017.07.020 28969799

[B74] RyuH.ChoY.-G. (2015). Plant hormones in salt stress tolerance. *J. Plant Biol.* 58 147–155. 10.1007/s12374-015-0103-z

[B75] SchmidtR. C.MüllerA.HainR.BartlingD.WeilerE. W. (1996). Transgenic tobacco plants expressing the *Arabidopsis thaliana* nitrilase II enzyme. *Plant J.* 9 683–691. 10.1046/j.1365-313X.1996.9050683.x 8653117

[B76] ShabalaS.CuinT. (2007). Potassium transport and plant salt tolerance. *Physiol. Plant.* 133 651–669. 10.1111/j.1399-3054.2007.01008.x 18724408

[B77] ShavrukovY. (2013). Salt stress or salt shock: which genes are we studying? *J. Exp. Bot.* 64 119–127. 10.1093/jxb/ers316 23186621

[B78] SpartzA. K.RenH.ParkM. Y.GrandtK. N.LeeH.MurphyA. S. (2014). SAUR inhibition of PP2C-D phosphatases activates plasma membrane H + -ATPases to promote cell expansion in Arabidopsis. *Plant Cell* 26 2129–2142. 10.1105/tpc.114.126037 24858935PMC4079373

[B79] SunF.ZhangW.HuH.LiB.WangY.ZhaoY. (2008). Salt modulates gravity signaling pathway to regulate growth direction of primary roots in Arabidopsis. *Plant Physiol.* 146 178–188. 10.1104/pp.107.109413 18024552PMC2230569

[B80] TangM.LiuX.DengH.ShenS. (2011). Over-expression of JcDREB, a putative AP2/EREBP domain-containing transcription factor gene in woody biodiesel plant *Jatropha curcas*, enhances salt and freezing tolerance in transgenic *Arabidopsis thaliana*. *Plant Sci.* 181 623–631. 10.1016/j.plantsci.2011.06.014 21958703

[B81] TaniE.SarriE.GoufaM.AsimakopoulouG.PsychogiouM.BinghamE. (2018). Seedling growth and transcriptional responses to salt shock and stress in *Medicago sativa* L., *Medicago arborea* L., and Their Hybrid (Alborea). *Agronomy* 8:231. 10.3390/agronomy8100231

[B82] TilbrookJ.RoyS. (2014). “Salinity tolerance,” in *Plant Abiotic Stress*, 2nd Edn, eds JenksM. A.HasegawaP. M. (New York, NY: Wiley-Blackwell), 134–178.

[B83] van den BergT.KorverR. A.TesterinkC.ten TusscherK. H. W. J. (2016). Modeling halotropism: a key role for root tip architecture and reflux loop remodeling in redistributing auxin. *Development* 143 3350–3362. 10.1242/dev.135111 27510970PMC5047658

[B84] Van ZelmE.ZhangY.TesterinkC. (2020). Salt tolerance mechanisms of plants. *Annu. Rev. Plant Biol.* 71 403–433. 10.1146/annurev-arplant-050718-100005 32167791

[B85] VermaV.RavindranP.KumarP. P. (2016). Plant hormone-mediated regulation of stress responses. *BMC Plant Biol.* 16:86. 10.1186/s12870-016-0771-y 27079791PMC4831116

[B86] VorwerkS.BiernackiS.HillebrandH.JanzikI.MüllerA.WeilerE. W. (2001). Enzymatic characterization of the recombinant *Arabidopsis thaliana* nitrilase subfamily encoded by the NIT2/NIT1/NIT3-gene cluster. *Planta* 212 508–516. 10.1007/s004250000420 11525507

[B87] WangF.ChenZ.-H.ShabalaS. (2017). Hypoxia sensing in plants: on a quest for ion channels as putative oxygen sensors. *Plant Cell Physiol.* 58 1126–1142. 10.1093/pcp/pcx079 28838128

[B88] WangM.WangY.SunJ.DingM.DengS.HouP. (2013). Overexpression of PeHA1 enhances hydrogen peroxide signaling in salt-stressed Arabidopsis. *Plant Physiol. Biochem.* 71 37–48. 10.1016/j.plaphy.2013.06.020 23872741

[B89] WangP.ShenL.GuoJ.JingW.QuY.LiW. (2019). Phosphatidic acid directly regulates PINOID-dependent phosphorylation and activation of the PIN-FORMED 2 auxin efflux transporter in response to salt stress. *Plant Cell* 31 250–271. 10.1105/tpc.18.00528 30464035PMC6391703

[B90] WangY.LiK.LiX. (2009). Auxin redistribution modulates plastic development of root system architecture under salt stress in Arabidopsis thaliana. *J. Plant Physiol.* 166 1637–1645. 10.1016/j.jplph.2009.04.009 19457582

[B91] WilsonA. K.PickettF. B.TurnerJ. C.EstelleM. (1990). A dominant mutation in Arabidopsis confers resistance to auxin, ethylene and abscisic acid. *Mol. Gen. Genet.* 222 377–383. 10.1007/BF00633843 2148800

[B92] WoodwardJ. D.TrompetterI.SewellB. T.PiotrowskiM. (2018). Substrate specificity of plant nitrilase complexes is affected by their helical twist. *Commun. Biol.* 1:186. 10.1038/s42003-018-0186-4 30417123PMC6214922

[B93] YangJ.DuanG.LiC.LiuL.HanG.ZhangY. (2019). The crosstalks between jasmonic acid and other plant hormone signaling highlight the involvement of jasmonic acid as a core component in plant response to biotic and abiotic stresses. *Front. Plant Sci.* 10:1349. 10.3389/fpls.2019.01349 31681397PMC6813250

[B94] YangY.GuoY. (2018). Elucidating the molecular mechanisms mediating plant salt-stress responses. *New Phytol.* 217 523–539. 10.1111/nph.14920 29205383

[B95] ZhaoY. (2018). Essential roles of local auxin biosynthesis in plant development and in adaptation to environmental changes. *Annu. Rev. Plant Biol.* 69 417–435. 10.1146/annurev-arplant-042817-040226 29489397

[B96] ZhaoY.WangT.ZhangW.LiX. (2011). SOS3 mediates lateral root development under low salt stress through regulation of auxin redistribution and maxima in Arabidopsis. *New Phytol.* 189 1122–1134. 10.1111/j.1469-8137.2010.03545.x 21087263

[B97] ZollaG.HeimerY. M.BarakS. (2010). Mild salinity stimulates a stress-induced morphogenic response in *Arabidopsis thaliana* roots. *J. Exp. Bot.* 61 211–224. 10.1093/jxb/erp290 19783843PMC2791118

[B98] ZörbC.GeilfusC. M.DietzK. J. (2019). Salinity and crop yield. *Plant Biol.* 21 31–38. 10.1111/plb.12884 30059606

# Supplementary material for: Salt-Specific Gene Expression Reveals Elevated Auxin Levels in Arabidopsis thaliana Plants Grown Under Saline Conditions
**Source:** Front Plant Sci. 2022 Feb 10;13:804716. doi: 10.3389/fpls.2022.804716
**Supplement:** Supplementary file 1

**Supplementary figures**

**A**

**B**

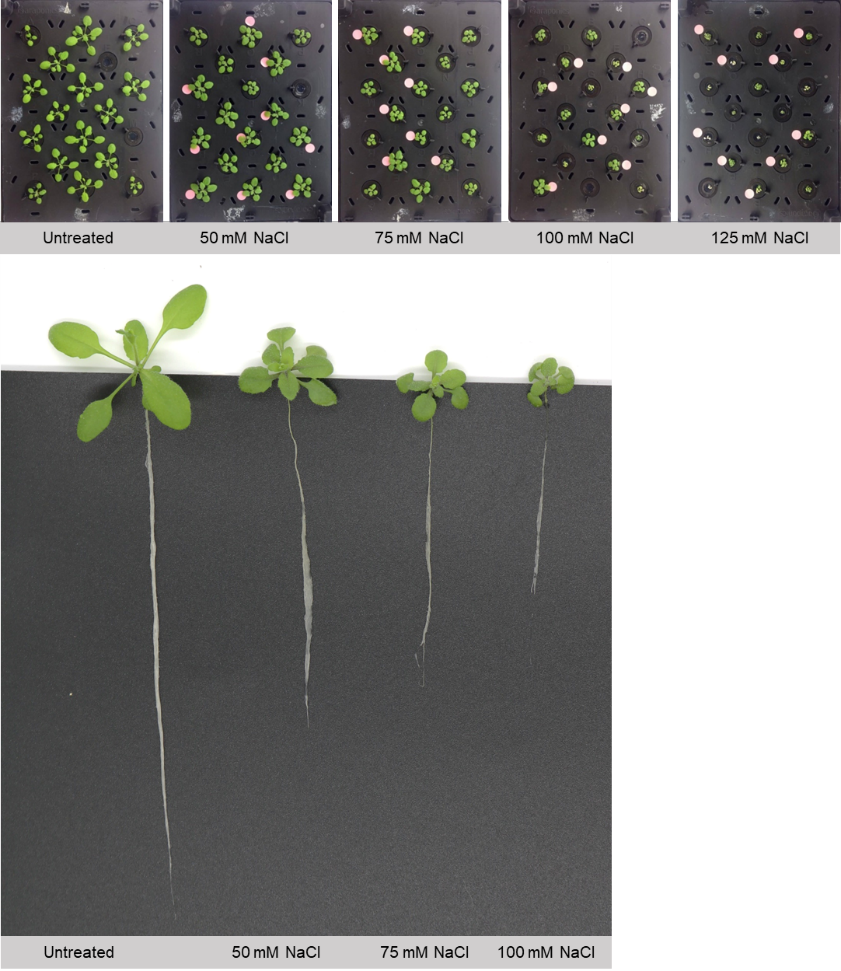

**Supplementary figure 1: Testing the impact of different NaCl treatment concentrations on plant growth and development to confirm relevant treatment concentrations for further experiments**. Col-0 was germinated and grown hydroponically in untreated control ATS media for two weeks. Seedlings were then transferred onto ATS media supplemented with 0, 50, 75, 100 or 125 mM NaCl and grown in the salt treatment until the plants reached vegetative reproductive stage. Plants grown in the 125 mM NaCl treatment did not reach vegetative reproductive stage **A:** Four-week-old Arabidopsis plants after two weeks of growth in different NaCl concentrations**. B:** Four-week-old Arabidopsis plants after two weeks of growth in different NaCl concentrations illustrating the impact on root and shoot growth.

**
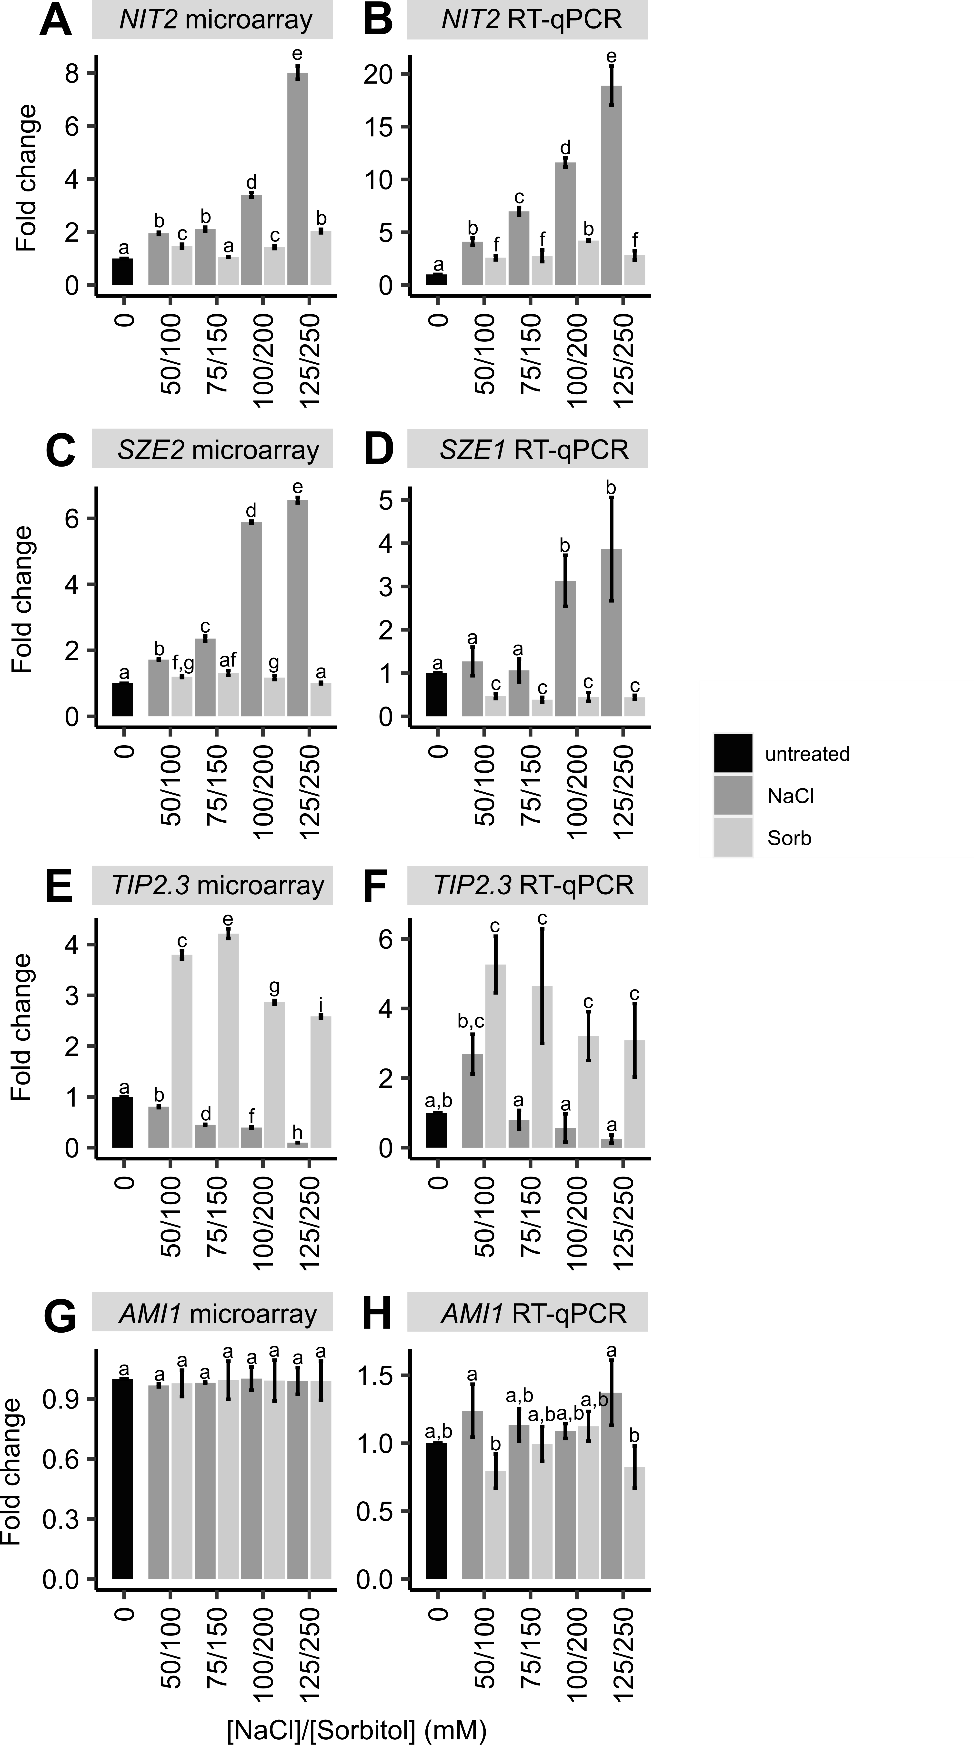
**

**Supplementary figure 2: RT-qPCR validation of the microarray data.** Arabidopsis Col-0 was germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl and sorbitol (Sorb). Gene expression was determined by microarray analysis (**A**, **C**, **E** and **G**). Five genes, two with salt-specific expression, one with osmotic specific expression and one with no change in expression were chosen to validate the microarray data by RT-qPCR (**B**, **D**, **F** and **H**). The black bar represents the untreated control, dark grey bars represent NaCl treatments and light grey bars represent sorbitol treatments.Results are shown as the mean fold change relative to the untreated control (0 mM). The mean was calculated from three biological repeats. Error bars represent standard error. Different letters on the graphs indicate statistically significant differences (*p* ≤ 0.05) in mean fold change (nmol.g^-1^ DW) as determined by one way ANOVA followed by Fisher LSD post-hoc analysis.. The RNA used for the microarray and RT-qPCR experiments was extracted from plants grown in independent experiments. The RT-qPCR results were normalized to the *SAND* reference gene. ***NIT2*:** *Nitrilase 2,* ***SZE2*:** *SUPPRESSOR OF ZED1-D2,* ***TIP2.3:*** *TONOPLAST INTRINSIC PROTEIN 2.3,* ***AMI1*:** *Indole-3-acetamide 1*.

*
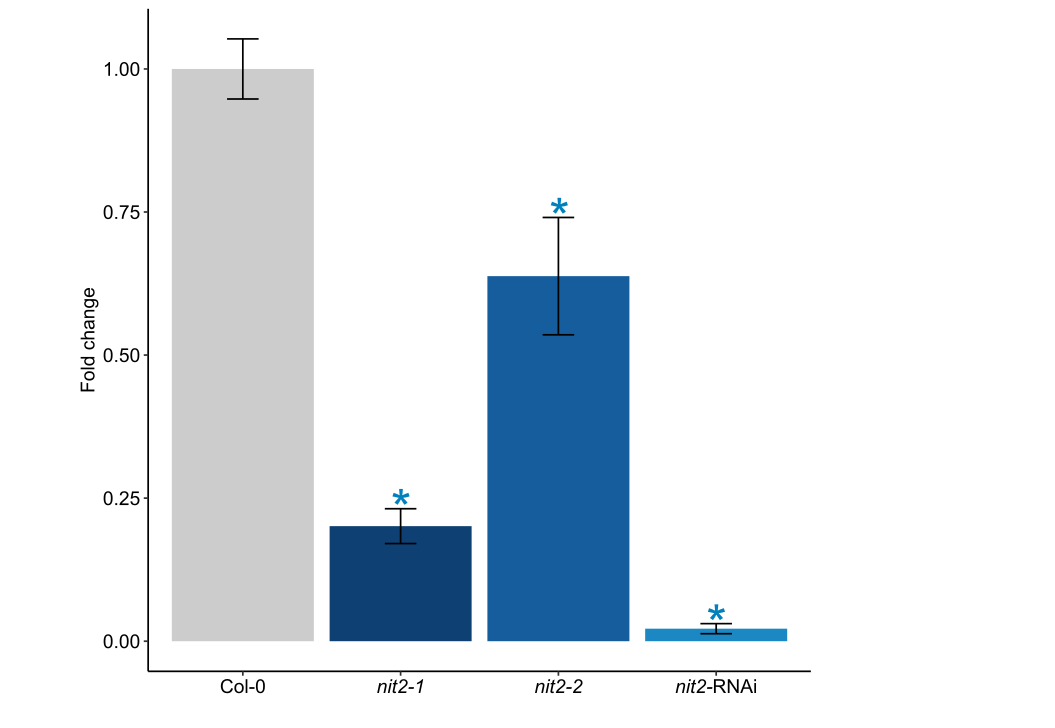
*

**Supplementary figure 3: Confirmation of *NIT2* expression in mutant plant lines.** The *nit2-1* and *nit2-2* lines are T-DNA insertion mutants while the *nit2*-RNAi line has been previously described (Lehmann et al., 2017). RNA for cDNA synthesis and subsequent RT-qPCR was extracted from a single leaf from three individual plants. The RT-qPCR results were normalized to the *SAND* reference gene. The average fold change in *NIT2* expression (calculated from 3 biological repeats) is shown relative to the Col-0 wild type. The grey bar represents Col-0 and blue bars represent the *nit2* mutant lines. Error bars indicate standard error. A star indicates a statistically significant difference in fold change between Col-0 and *nit2* mutant line*.* Significance was determined by independent t-tests, with a *p*-value ≤ 0.05 considered significant.

**
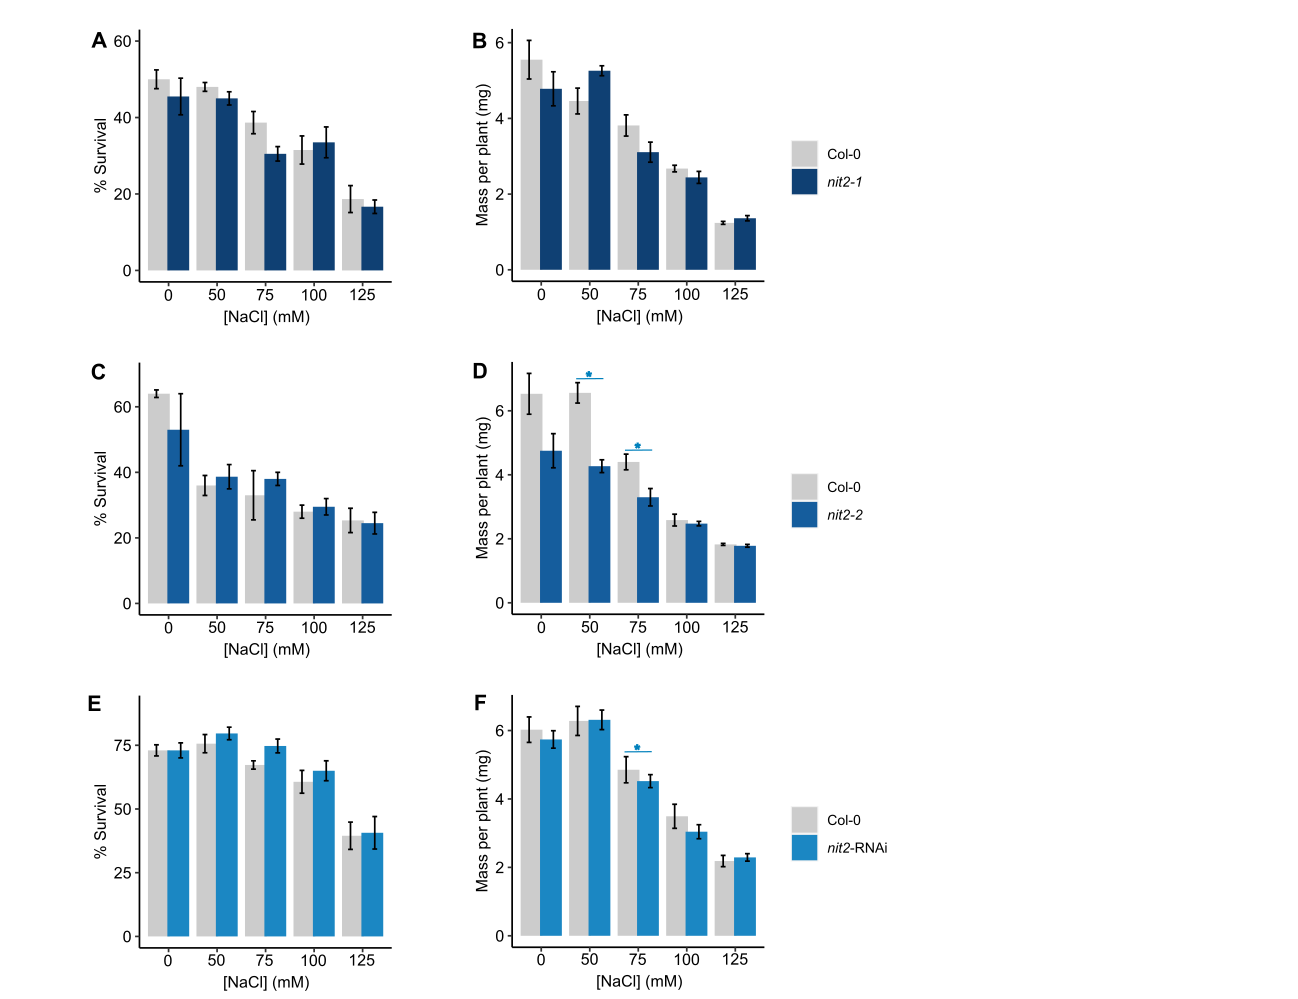
**

**Supplementary figure 4: Functional characterisation of the Arabidopsis *nit2* mutant lines grown on NaCl.**Col-0 (wildtype) and *nit2-1*, *nit2-2* (T-DNA insertion lines) or *nit2-*RNAi (Lehmann et al., 2017) plants were germinated and grown for two weeks in petri dishes containing ATS media (0 mM, untreated control) and ATS supplemented with the indicated concentrations of NaCl, and survival and plant growth (mass per plant) determined. **A:** The average % survival of Col-0 and *nit2-1*. **B:** The average mass per plant of Col-0 and *nit2-1.* **C:** The average % survival of Col-0 and *nit2-2*. **D:** The average mass per plant of Col-0 and *nit2-2.* **E:** The average % survival of Col-0 and *nit2-*RNAi. **F:** The average mass per plant of Col-0 and *nit2-*RNAi. The grey bars represent Col-0 and blue bars represent the *nit2* mutant lines. The results for each plant line are an average of three independent experiments. Error bars represent standard error. A star indicates a statistically significant difference in mean survival/mass between the Col-0 and the mutant in that treatment. Significance was determined by independent t-tests with a corrected *p*-value ≤ 0.05 considered significant.. The Bonferroni method was used to correct *p*-values for multiple testing.

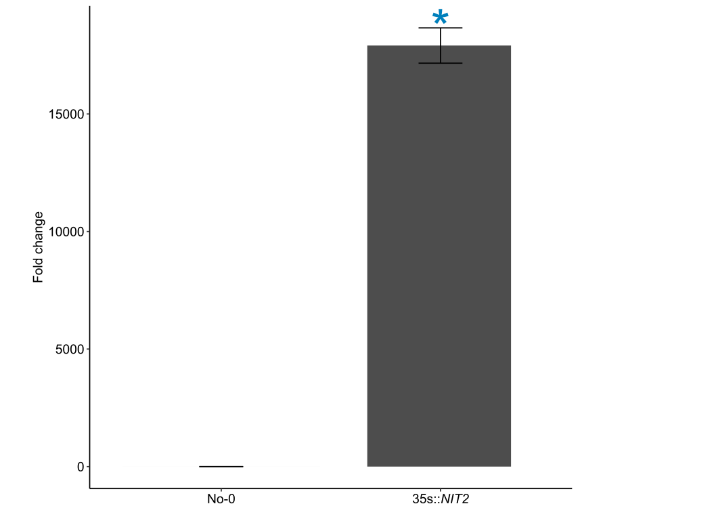

**Supplementary figure 5: Confirmation of *NIT2* overexpression in *35s::NIT2* plants.** The *35s::NIT2* line and its wildtype background (No-0) have previously been described by Normanly et al., 1997. RNA for cDNA synthesis and subsequent RT-qPCR was extracted from a single leaf from individual plants grown in untreated control conditions. The average fold change in *NIT2* expression is shown relative to the No-0 wild type. The average was calculated from two biological repeats, each of which was analysed in three technical repeats. Error bars indicate standard error. A star indicates a statistically significant difference in fold change between No-0 and 35s::*NIT2.* Significance was determined by independent t-tests, with a *p*-value ≤ 0.05 considered significant. The RT-qPCR results were normalized to the *SAND* reference gene.

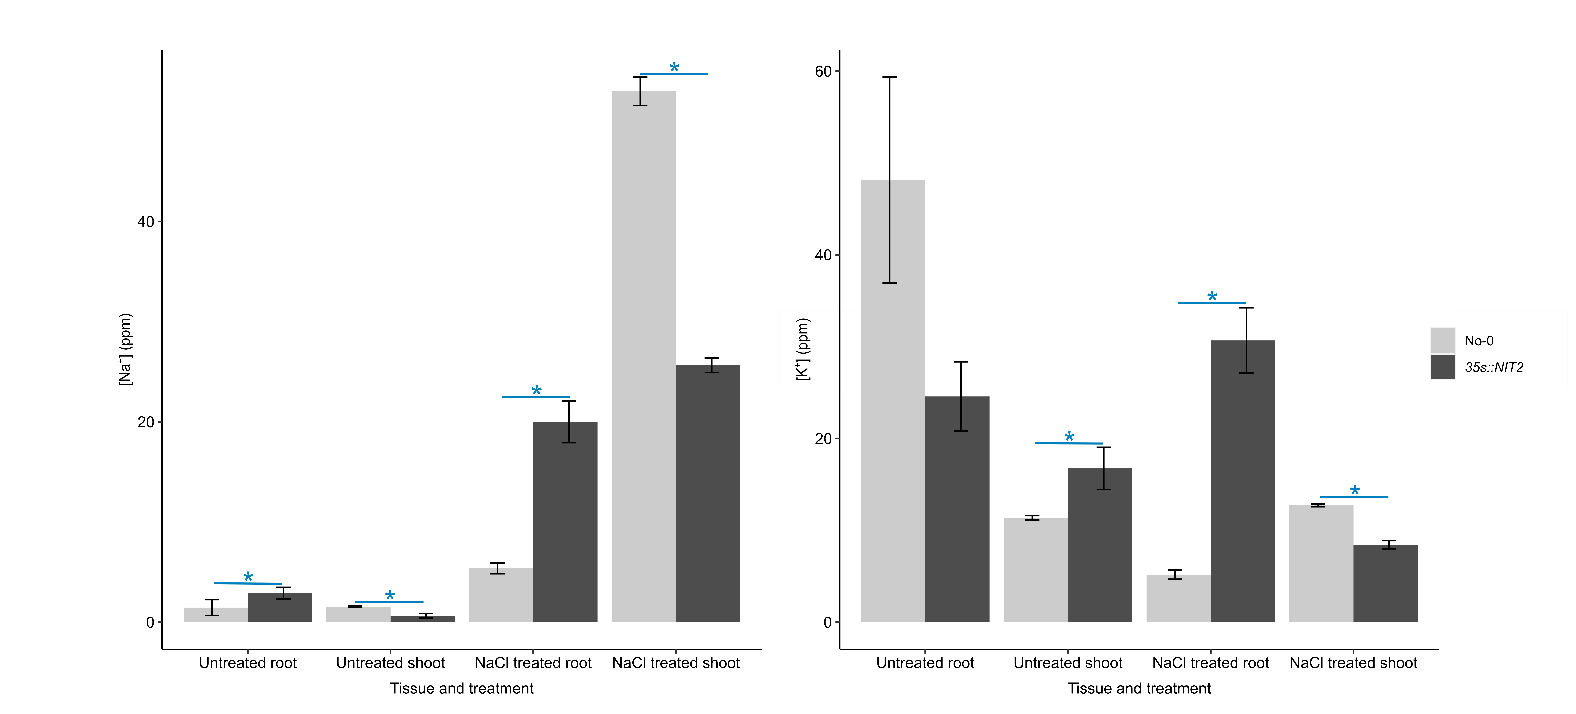

**B**

**A**

**Supplementary figure 6: The concentrations of Na^+^  and K^+^ ions in** **untreated and NaCl treated root and shoot tissue from No-0 and 35s::*NIT2* plants.** No-0 and 35s::*NIT2* plants were grown hydroponically for three weeks on ¼ strength ATS media then transferred onto ¼ strength ATS media supplemented with 0 mM or 75 mM NaCl for one week further. The Na^+^ (**A**) and K^+^ (**B**) content in shoot and root tissue was determined via ICP-OES analysis. The results are the mean of six biological repeats. The light grey bars represent No-0 and dark grey bars represent *35s::NIT2*. Error bars represent standard error. A star indicates a statistically significant difference in mean between No-0 and 35s::*NIT2* in that treatment/tissue. Significance was determined by independent t-tests with a corrected *p*-value ≤ 0.05 considered significant. The Bonferroni method was used to correct *p*-values for multiple testing.

How the deposited data were processed for this re-analysis (not part of the article)

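The authors deposited, for each of the 27 arrays, the scanner software's spot intensities (processed signal, median signal and median background) and 0/1 flags for spots that are well above background, saturated or outliers. They also deposited a table of intensity values for the whole series, on a linear scale. All of its values equal the quantile-normalized processed signal to within 0.1 percent. The main values start from the processed signal, since the methods name quantile normalization, and the deposited table serves as an alternative. The flags are other values, used as the authors' software set them, to mark dim and outlier spots.

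Control spots were left out, the remaining spots (43603 probes) were quantile normalized over the 27 arrays and taken to log2, and 793 spot values marked as outliers (0.0671%) were then masked. Spots of a probe were averaged. Spots were matched to genes by transcript accession in the table of RefSeq accessions and locus tags, and 6919 genes had over 1 probe. A gene takes its probe with the highest mean log2 signal. A gene was kept when well above background on all 3 arrays of at least 1 group, and 3874 genes were not.

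limma 3.58.1 in R 4.3.3 fitted 9 group means to all arrays, with empirical Bayes moderation, 20 comparisons, two-sided p and Benjamini-Hochberg adjustment within each comparison. Calls use an adjusted p under 0.01, the paper's threshold. The prior degrees of freedom were 1.65. The exact Mann-Whitney test compared 3 control arrays with the 12 NaCl and with the 12 sorbitol arrays, as the paper did. The z-score and the logarithm of its absolute value that the methods describe were not used in the tests, since the absolute value discards direction. The least significant difference test at 0.05 on fold changes follows the legend of the IAA gene figure. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 did the rest.

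Gene sets were tested by camera with a preset correlation of 0.01, by camera with an estimated correlation and by fry. Their p-values are printed unadjusted, and calls of a set use p adjusted over the 84 set tests. The sets are shoot genes (RBCS, LHCA and LHCB), root genes (CASP1 to CASP5, COBL9, EXPA7, EXPA18, PYK10, RSL4, RHD6 and TIP2.3), abscisic acid and osmotic markers, SAUR genes, the genes of Tables 2 and 3, and the members that the supplement lists for GO terms. A SAUR gene is one whose name or description holds SAUR or small auxin up.

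The genes named are the genes the paper names for the arrays, and the 3 genes with the largest rise and the 3 with the largest fall in mean NaCl, in mean sorbitol and in their difference, among genes past 0.01 whose treated arrays all lie on the same side of every array they are compared with. DAO1 and SZE2 could not be paired with a locus tag and were not analysed. Where the probes of a gene disagree in sign, this is said. Where a group had no array well above background, the fold change is given as a bound.

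The alternatives were the 75th percentile of each array as its scale, normexp background correction (offset 50), no filter on dim probes, the mean of all probes, the deposited table, leaving out each replicate, replicate and slide blocks, other thresholds, and linear or z-score values for the principal components. For normexp the plan named the mean signal; the deposited spot values hold the median signal, which was used.

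The tests were checked on simulated data of 21275 genes. With 200 genes changed on NaCl, limma found 93.5% of them and 1 unchanged gene past 0.01, with a median absolute error of 0.0274 log2. SAUR genes were raised on NaCl besides and were counted neither among the 200 nor as unchanged. With no gene changed, limma put 0 genes past 0.01 on mean sorbitol. The simulated noise was independent between arrays, so false calls from a slide effect are not covered by this check. The exact Mann-Whitney test separated 96.0% of the changed genes completely, put 0 past 0.01 after adjustment, and separated 0.484% of genes with none changed.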

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

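For these results, the tests of TIP2.3 against the share of root tissue, of YUC4 against the slide, of the slides with no limit on size and of SAUR genes outside Table 3 were chosen only after the result was seen. The other tests were written down before.

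TIP2.3 was lower on NaCl and higher on sorbitol, with a difference of -3.24 log2 between the mean NaCl and mean sorbitol groups (adjusted p 2.17e-28 by limma). The mean NaCl value was lower on 12 of 12 arrays and the mean sorbitol value higher on 12 of 12. Normalization between arrays would have to shrink the difference when changed, and the difference nearest 0 was -3.07, under normexp. A larger share of root tissue on sorbitol would raise the other root markers too. Their median on mean sorbitol was -0.40, with 1 of 11 above 0, which goes against it. A control of this aquaporin by NaCl itself is a hypothesis. Transcript levels in roots alone, on both stresses, would test it.

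On both stresses, 1557 genes were past 0.01 in opposite directions by limma, 799 of them higher on NaCl and 758 lower. With a 2-fold change in at least 1 concentration 495 remained.

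YUC4 is listed among the salt-specific genes, yet it was higher on sorbitol than on NaCl in 3 of the 4 iso-osmolar pairs. NaCl 100 mM minus sorbitol 200 mM gave -0.71 log2 (adjusted p 1.03e-07 by limma). The difference nearest 0 over scalings was -0.18 (NaCl 75 mM minus sorbitol 150 mM under normexp), so normalization between arrays is unlikely to make it. A slide effect could not be told apart, since 0 slides hold both groups of these pairs. RT-qPCR of YUC4 over both dose series would settle it.

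The median difference of SAUR genes between mean NaCl and mean sorbitol was 0.65 log2 (0.29 under normexp and 0.36 with no dim filter). The paper's SAUR table was chosen on these samples, but the 53 SAUR genes outside Table 3 had a median of 0.39 on mean NaCl, so that choice does not make the rise. A limit remains. SAUR genes with no SAUR gene among the 3 loci on either side had a median of -0.13 on mean NaCl, and those with a neighbour 1.02. Tandem copies share sequence, so transcripts shared between neighbouring copies, read by each other's probes, may account for part of the count of genes that rise. A shared regulation of tandem copies would look alike on these arrays, although 2 of 36 neighbouring pairs were past 0.01 in opposite directions. Sequencing reads assigned uniquely to each copy would separate these hypotheses.

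On mean sorbitol and not on mean NaCl, 3879 genes were past 0.01 by limma, 2185 higher and 1694 lower. The paper does not discuss such a list. Slides that hold only sorbitol arrays are a possible explanation. NaCl 125 mM and sorbitol 100 mM share 2 slides, so genes chosen on the other slides were compared there. The 166 genes that changed at least 2-fold on sorbitol there, and by less than 0.25 log2 on NaCl, differed by a median of 0.57 log2 in their own direction, 78.3% of them in that direction. The slides alone are thus unlikely to make the changes of that size. The 61 genes chosen for NaCl in the same way gave 1.14 and 88.5%. With no limit on the size of the change, 4984 genes for sorbitol gave 0.0708 and 60.2% and 3825 for NaCl gave 0.209 and 83.3%. These medians are smaller than the 0.25 taken as unchanged, so for smaller changes the slides cannot be told apart.

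SAND, the reference gene of the RT-qPCR, was higher on mean sorbitol by 0.21 log2 (adjusted p 4.34e-05 by limma, 12 of 12 arrays). The value nearest 0 over scalings was 0.18, under normexp, so normalization between arrays is an unlikely source. No slide holds both control and sorbitol arrays, so a slide effect of this size cannot be told apart. If the rise lies in the plants, RT-qPCR ratios to SAND on sorbitol might be low by that amount. A reference gene with no change on both stresses would test it.

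Root markers had a median of -0.70 log2 on mean NaCl, with 12 of 12 lower and 10 past 0.01 (camera p 7.31e-07, 0.00456 with the estimated correlation). Adjusted over the 84 set tests, the latter was 0.0201, which is not past 0.01. On mean sorbitol the median was -0.29 (2 higher and 8 lower, camera p 0.0134, estimated 0.124) and on the direct comparison -0.34 (camera p 0.000231, estimated 0.0270). A smaller share of root tissue would lower all markers by the same amount. Their SD was 0.525, from -1.90 to -0.03, while no SE exceeded 0.0759, so a smaller share cannot be the whole cause, though it could be part. The median was -0.69 under the 75th percentile and -0.66 under normexp. Weighing roots and shoots of the sampled plants would test it.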

How the results depend on the processing

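The settings that use complete separation, each probe of a gene by itself, the estimated correlation of camera, or the 2-fold filter on the Mann-Whitney lists were chosen after seeing the data. The others were planned.

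The Mann-Whitney lists depend on the threshold above all. At an adjusted p under 0.01 the NaCl list, the sorbitol list and the lists made from them held 0 genes, as they did under the other scalings, with no dim filter and with the mean of all probes. They also held 0 with any array left out, but without a control array the test cannot reach the threshold, so this says nothing about stability. At an unadjusted p under 0.01 the Mann-Whitney NaCl list held 7995 genes and the sorbitol list 7408. At an adjusted p under 0.05 they held 8836 and 8312, and by complete separation 7288 and 6525.

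For the Mann-Whitney salt-specific higher list the counts were 1978 (unadjusted p under 0.01), 2076 (adjusted p under 0.05) and 1916 (complete separation). The Mann-Whitney salt-specific lower list gave 1743, 1861 and 1651 in the same order. The Mann-Whitney osmotic higher list gave 2152, 2480 and 1882, and the osmotic lower list 1907, 2130 and 1676. Under the 75th percentile, complete separation gave 1655 higher and 1784 lower salt-specific genes, and 1734 and 1958 osmotic genes. The balance of higher and lower genes thus turned with the scaling. With a 2-fold change, the Mann-Whitney salt-specific list held 744, 729 and 755 and the osmotic list 1719, 1838 and 1587.

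The limma genes per treatment moved by over 1.5 times in a single case. With slide fixed block NaCl 75 mM gave 5939 genes against 9545. That fit uses only the slides with a control array, 8 arrays with 3 residual degrees of freedom, so it has less power. NaCl 50 mM gave 10679 and NaCl 100 mM 9804 under it. Replicate block, which pairs arrays by replicate number, gave 10495 at NaCl 50 mM and 14684 at sorbitol 250 mM. The replicate numbers do not pair the arrays. Residuals of arrays with the same number in different groups correlated at 0.0342 on average, and those with different numbers at -0.0168. Slide random block lowered sorbitol 250 mM to 11892 from 14356. Leaving out any single array moved no limma count of genes per treatment by over 1.5 times.

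The limma salt-specific and osmotic lists shrink with the filter 2-fold in at least 1 concentration. The salt-specific higher list fell to 213 and the salt-specific lower list to 283. The osmotic higher list fell to 1277 and the osmotic lower list to 1425. The opposite directions list fell to 495, the sorbitol-specific list to 597, and the salt-specific genes past 0.01 in NaCl minus sorbitol to 455.

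For SOS1 and NHX3, the NHX3 value of mean NaCl minus mean sorbitol was 0.0904 under normexp (adjusted p 0.0120) against 0.16. Over the left-out arrays, SOS1 on mean sorbitol lay between 0.17 without sorbitol 200 mM replicate 1 and 0.21 without sorbitol 200 mM replicate 2, and its call was lost without control replicate 3. Over the left-out arrays, NHX3 on mean sorbitol lay between 0.25 without control replicate 1 and 0.32 without control replicate 2, and its call was lost without control replicate 1 or 3. Under normexp SOS1 and NHX3, SOS1, mean sorbitol gave 0.22, SOS1 and NHX3, NHX3, mean sorbitol 0.18 against 0.27, and SOS1 and NHX3, NHX3, mean NaCl 0.27 against 0.44, with the calls kept.

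In the SAUR family set test, mean NaCl gave p 0.0258 with the estimated correlation against 9.71e-05. Mean NaCl minus mean sorbitol gave 0.00248 with it against 1.72e-08, and adjusted over the 84 set tests neither passed 0.01 with the estimated correlation. For mean sorbitol, p was 0.0354, which after that adjustment passes neither 0.01 nor 0.05, and fry gave 3.11e-08.

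Directions turned in few places. With the mean of all probes, IAA genes per treatment, AMI1, sorbitol 250 mM gave -0.0657, and it is also 1 of the RT-qPCR genes on the array. With the same mean, IAA genes per treatment, AMI1, NaCl 125 mM minus 100 mM gave -0.0847. KIN1 for mean NaCl minus mean sorbitol gave 0.60 with the mean of all probes. PIP1;3 on mean sorbitol gave -0.33 under the 75th percentile and -0.35 with probe 3 of the gene by itself. GH3.5 on mean sorbitol gave -0.29 with probe 2 of the gene by itself. Over all named genes, 17135 alternative values were compared with the main values of 485 comparisons, and 16950 kept their call, 93 lost it, 85 gained it and 7 turned.

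The shoot set had a median of -0.05 on mean NaCl but -0.61 under the 75th percentile, and -0.06 on mean sorbitol but -0.46, so its size depends on the scaling.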

Differences from the paper's values

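The planned settings were fixed before the data were examined; complete separation, the 2-fold filter on the Mann-Whitney lists and each probe of a gene by itself were chosen only after the result was seen.

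For the number of genes on the list, the paper gives 2519 on the salt-specific higher list, 2272 on the salt-specific lower list, 2170 on the osmotic higher list and 2281 on the osmotic lower list. The two-sided exact Mann-Whitney test at an adjusted p under 0.01 gives 0 for each, and the paper does not state which version of the test it ran. The paper's counts are met to within 1.5 times by the planned settings unadjusted p under 0.01 (1978, 1743, 2152 and 1907) and adjusted p under 0.05 (2076, 1861, 2480 and 2130). They are not met by the other planned settings, namely the 75th percentile, normexp, no dim filter, mean of all probes, the series matrix and each replicate left out, all at 0 genes, nor by the 2-fold filter on the salt-specific higher list. Complete separation, chosen after seeing the values, also meets them (1916, 1651, 1882 and 1676). So does an unadjusted p under 0.05 (2142, 1951, 3087 and 2620).

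With a 2-fold change the paper gives 962 salt-specific and 1879 osmotic genes, where the lists at an adjusted p under 0.01 hold 0. Filtering at an unadjusted p under 0.01 (744 and 1719), at an adjusted p under 0.05 (729 and 1838) and by complete separation (755 and 1587), all chosen after seeing the values, comes within 1.5 times of the paper's counts.

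A log2 value is listed here where its sign differs or the gap exceeds the tolerance, which is the SD of a difference between single replicate arrays of that gene or the rounding of the printed value, if larger. For the largest NaCl change in Table 3, the paper gives 1.41 for CML24, 1.44 for SAUR9 and 1.21 for MYB30, and says that CCD8 decreased by 1.63. The brightest probe gives 1.23, 1.33 and 1.39, and CCD8 decreased by 1.38. For SAUR9 the 75th percentile (1.43) comes within the tolerance and the other planned settings do not. For CML24, MYB30 and CCD8 no planned setting does, and for these a single other probe, chosen after seeing the values, does (1.41 and 1.20, and for CCD8 it decreased by 1.63).

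For the largest NaCl change in Table 2, the paper gives 2.7 for P5CS1, 2.9 for LSU1, 1.6 for EDL3, 2.0 for SIS, 3.1 for VSP2, -1.1 for PIP1;3 and -0.3 for PCAP1. The values here are 2.16, 2.19, 1.48, 1.88, 3.39, -0.73 and -0.42. For EDL3 the planned 75th percentile (1.57) and mean of all probes (1.55) meet the paper's value, as does the mean of all probes for PCAP1 (-0.36), while the other planned settings do not. For P5CS1, SIS and VSP2 no setting does. For LSU1 and EDL3 probe 2 by itself (2.85 and 1.63), and for PIP1;3 and PCAP1 probe 3 by itself (-1.12 and -0.30), settings chosen after seeing the values, meet it.

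For the largest sorbitol change in Table 2, the paper gives 3.0 for CLO-3, 3.5 for P5CS1, 2.1 for LSU1, 1.2 for EDL3, 2.3 for JR2, 1.7 for SIS, 2.8 for VSP2, -0.7 for PIP1;3, -1.7 for T5PTASE9 and -1.1 for PCAP1. The values here are 4.09, 2.70, 1.16, 1.42, 2.54, 2.24, 2.50, 0.16, -1.49 and -1.45. No planned setting meets any of them. Probe 2 by itself for EDL3 (1.18) and VSP2 (2.85), and probe 3 by itself for SIS (1.67), PIP1;3 (-0.66) and PCAP1 (-1.08), settings chosen after seeing the values, do. For CLO-3, P5CS1, LSU1, JR2 and T5PTASE9 none of the settings run does.

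In direction and ranking, the following also differ from the paper's account. On log2 values NaCl 75 mM clusters with the control and NaCl 50 mM, and NaCl 100 mM with 125 mM. SOS1, placed by the paper on the salt-specific list, was also higher on sorbitol and did not differ between the stresses, and NHX3 was also higher on sorbitol. Of the tested genes in the salt-specific auxin table, 20 of 23 were past 0.01 on mean sorbitol. AXR1 by its brightest probe was past 0.01 in no mean comparison, and with the mean of all probes on mean sorbitol.

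Among the IAA genes, NIT2 rose at 3 of 4 sorbitol doses and NIT1 fell at sorbitol 200 mM, where the paper reports no change for either. YUC4 was higher on sorbitol than on NaCl in 3 of 4 pairs. AMI1 was past 0.01 on all 4 NaCl doses, where the paper reports no change. CYP79B2 and CYP79B3, for which the paper also reports none, changed at some doses of each stress. On mean NaCl, where doses of opposite sign cancel, neither was past 0.01. AAO1 was not the only IAA gene lower on both stresses, since TAR2 was lower on both means.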

Other observations

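Of the tests in this part, those of the exchange and the slide of replicate 1, of the raw signal of the controls, of the spread between replicates, of NIT1 against NIT2, of the slides at NaCl 50 mM and of the regrouped arrays by limma were chosen only after the result was seen. The others were written down before.

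Replicate 1 of sorbitol 150 mM and of sorbitol 200 mM lies apart from replicates 2 and 3. The median absolute distance was 0.112 and 0.117 log2, against 0.0316 to 0.0587 in the other groups, and 612 and 481 genes differed over 2-fold, against 242 to 422. An exchange of the replicate 1 samples would make the deviations of both groups run in opposite directions, and they correlated at 0.498, so an exchange is unlikely. A difference between slides remains possible, since in both groups replicate 1 lies on another slide than replicates 2 and 3. Of the 3 other pairs of groups laid out over the same 2 slides, the highest correlation was 0.204. That is lower, but too few pairs exist to tell. An array with these RNAs on a shared slide would tell.

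The spread between replicate arrays is narrow. The median gene's SD over the groups had a median of 0.0401 log2, and repeated spots of a probe within an array had 0.139. Quantile normalization would narrow the spread, but the 75th percentile gave 0.0431, so it is an unlikely cause. Fixed differences between spot positions are a candidate explanation. Without each spot's own mean the spread within an array was still 0.10, against 0.0574 between replicate arrays for 1 such spot. Replicate arrays of 1 RNA pool might also lie this close, and the arrays cannot tell this from biological repeats grown and extracted together. If so, the counts of genes past 0.01 would overstate what new plants would show. Arrays from separately grown plants would tell.

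Control arrays had the lowest raw signal, with medians of 545.6, 546.1 and 588.5, against up to 1026.3 at NaCl 50 mM. If this lower raw signal made the calls, sorbitol 250 mM, whose medians of 614.8 to 651.7 lie closest to the control, would have few. It had 14356 genes past 0.01, but it is also the highest sorbitol dose. A part of the lower raw signal in the calls at NaCl 50, 75 and 100 mM cannot be told apart from the treatment.

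For NaCl 50, 75 and 100 mM, a difference between slides could make genes pass. The control and NaCl 50 mM lie evenly on the same 2 slides, and with slide as a fixed block 10679 genes passed at NaCl 50 mM, so slides are unlikely to make these calls. At NaCl 75 and 100 mM the log2 fold changes had slopes of 0.995 and 1.002 on those without the block. That fit holds 1 array of each, so a difference between slides cannot be told apart there. More arrays of both groups on a slide with controls would tell.

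The fold changes on NaCl and on sorbitol share their control arrays. With separate control arrays for each, the correlation across genes was 0.606 on average (0.597 to 0.612 over 6 choices) instead of 0.707. The control arrays shared by both comparisons therefore raise it but are unlikely to be its whole source.

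Regrouping the arrays gives a limited view of chance. In the limma fit a false group mixes arrays of unlike treatments, so real differences enter the residual spread and lower the count. The real split is thus favoured, and regrouping does not test slides or a shared RNA pool. For genes past 0.01 by limma on mean NaCl, on mean sorbitol and between them, the real split was the only one of 100 with as many genes, where the other splits gave at most 3082, 7911 and 1765. For genes whose controls lie outside all treated arrays it was also 1 of 100 for NaCl (largest other 215) and sorbitol (largest other 398). For each single treatment and each iso-osmolar pair only 10 splits exist, and the real split gave the most genes, 1 of 10, where the other splits gave at most 2. With so few splits chance is not excluded there at 0.05.

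NIT1 and NIT2 are neighbouring nitrilase genes of similar sequence, and NIT2 transcripts measured by the NIT1 probe are a possible source of the NIT1 rise. At sorbitol 250 mM NIT2 rose by 1.02 log2 while NIT1 gave -0.0701, so this is unlikely to be the cause. NIT1 has 2 probes.

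By the planned ranking on fitted values, the genes with the largest rise on mean NaCl were NATA1, AT1G80130 (5.25 log2) and MYB47 (5.07), and with the largest fall AT3G05950, CYP82C2 and GLIP1. For genes given with a fold in place of a log2 value, a group was not well above background on any array, so that their size is a bound and their rank uncertain. NATA1 was at least 214-fold higher at NaCl 100 mM. AT3G05950 was at least 101-fold lower at NaCl 125 mM, CYP82C2 at least 38.1-fold lower at NaCl 75 mM and GLIP1 at least 60.0-fold lower at NaCl 50 mM.

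On mean sorbitol the largest rises by the same ranking were RD29B (at least 117-fold at sorbitol 250 mM), TSPO (5.99) and AT2G37870 (5.98). The largest falls were CYP82C2 (at least 29.1-fold at sorbitol 100 mM), AT4G19430 (at least 36.2-fold at sorbitol 150 mM) and CYP82C3 (at least 11.7-fold at sorbitol 150 mM). Between NaCl and sorbitol BHLH100 (3.65), AT5G38130 and 4CL8 ranked first above 0, and AT4G01390, AT2G26695 and AT3G12910 below. Against the control AT5G38130 was at least 3.69-fold and 4CL8 at least 15.8-fold higher at NaCl 100 mM, and AT2G26695 at least 9.45-fold higher at sorbitol 100 mM. AT4G01390 was at least 8.21-fold and AT3G12910 at least 4.58-fold lower at NaCl 125 mM. BHLH100, an iron-deficiency regulator, was 0.99 on NaCl and -2.65 on sorbitol. IRT1, an iron-regulated transporter, was 2.04 on mean NaCl and 1.26 on mean sorbitol, with a difference of 0.79. It thus moved against BHLH100 on sorbitol but had the same sign in the difference. A different iron supply on both media is a hypothesis that these genes leave open, and iron measurements in the seedlings would test it.

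Shoot genes (25 tested) had a median of -0.05 on mean NaCl (1 higher and 7 lower past 0.01, camera p 0.0642), -0.06 on mean sorbitol (1 higher and 5 lower, p 0.110) and 0.00 between them (p 0.832). Under the 75th percentile the median was -0.46 on mean sorbitol and -0.15 between them. Their mean between the stresses was -0.03, and camera and fry pointed downward there. The 12 root markers are described among the results given a closer look.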
